# DNAJB4/HLJ1 deficiency sensitizes diethylnitrosamine-induced hepatocarcinogenesis with peritumoral STAT3 activation

**DOI:** 10.1007/s10565-024-09978-y

**Published:** 2024-12-30

**Authors:** Wei-Jia Luo, Wei-Lun Hsu, Chih-Yun Lu, Min-Hui Chien, Jung-Hsuan Chang, Kang-Yi Su

**Keywords:** Hepatocellular carcinoma, DNAJB4, HLJ1, Diethylnitrosamine, DEN, STAT3

## Abstract

Environmental chemicals and toxins are known to impact human health and contribute to cancer developments. Among these, genotoxins induce genetic mutations critical for cancer initiation. In the liver, proliferation serves not only as a compensatory mechanism for tissue repair but also as a potential risk factor for the progression of premalignant lesions. The role of Human Liver DnaJ-Like Protein (DNAJB4/HLJ1), a stress-responsive heat shock protein 40, in genotoxin-induced liver carcinogenesis remains unexplored. Using whole-genome transcriptomic analysis, we demonstrate that HLJ1 deficiency in mice results in altered gene signatures enriched in pathways associated with chemically induced liver cancer and IL-6/STAT3 signaling activation. Employing diethylnitrosamine (DEN) as a carcinogen, we further reveal that STAT3 and H2AX phosphorylation induced by short-term DEN treatment are amplified in HLJ1-deficient mice. In long-term DEN experiments, HLJ1 deletion enhances tumor proliferation and progression, accompanied by pronounced STAT3 phosphorylation in normal tissues rather than in tumor regions. The tumor-suppressive role of peritumoral HLJ1 is validated through the transplantation of HLJ1-wildtype B16F1 and LLC cancer cell lines into syngeneic HLJ1-deficient mice, which exhibits an augmented tumorigenic phenotype compared to wildtype controls. This study uncovers a previously unrecognized role of HLJ1 in suppressing liver carcinogenesis via the downregulation of STAT3 signaling in peritumoral normal cells. These findings suggest that HLJ1 reinforcement represents a promising strategy for liver cancer treatment and prevention.

**Graphical Abstract:**

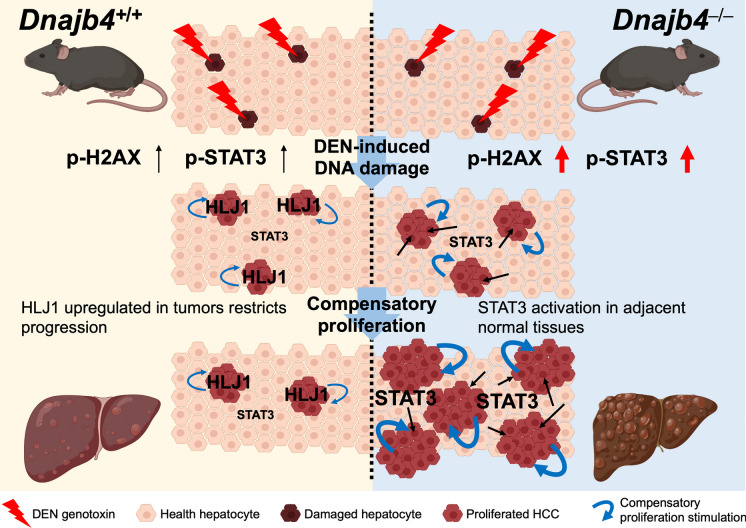

**Supplementary information:**

The online version contains supplementary material available at 10.1007/s10565-024-09978-y.

## Introduction

Accumulating evidence has substantially advanced our understanding of how exposure to environmental toxins and chemicals negatively impacts human health and contributes to cancer incidence and progression. Genotoxicity, the ability of certain substances to damage cellular genetic material, compromises cellular integrity and leads to mutations that increase cancer risk (Ren et al. 2017). The WHO estimates that approximately 20% of cancer cases are attributable to environmental factors, including chemicals and toxins (Collaborators 2018). The liver, as the primary organ for detoxifying and processing endogenous and exogenous toxins and metabolic byproducts, plays a central role in responding to environmental challenges (Liska 1998). Notably, the liver possesses a remarkable regenerative capacity, enabling it to replace lost cells through compensatory proliferation following partial tissue loss or cellular damage (Hora and Wuestefeld 2023). However, this regenerative process can also promote the progression of focal or clonal premalignant lesions into malignant stages. Understanding the cellular responses and regulatory networks within the liver microenvironment following exposure to chemicals or toxins is essential for advancing cancer prevention and treatment strategies.

Heat shock proteins (HSPs) function as molecular chaperones to help cells manage environmental stresses, including exposure to carcinogens. Human Liver DnaJ-Like Protein (HLJ1), encoded by the *Dnajb4* gene in mice, is a heat shock protein upregulated in response to various stressors, such as heat shock, endotoxins, and high-fat media (Hoe et al. 1998; Luo et al. 2022; Luo et al. 2018). HLJ1 is widely recognized as a tumor suppressor, as its upregulation suppresses cancer cell invasion (Liu et al. 2014; Tsai et al. 2006; Wang et al. 2005). Recent studies have highlighted its biological functions in the liver, including its role in immune modulation by regulating IL-12 maturation in liver macrophages (Luo et al. 2022). Single-cell RNA sequencing data further reveal HLJ1’s involvement in IFN-γ-activated signaling pathways, MHC class-I–related signals, and MIF signaling pathways in macrophages and dendritic cells (Luo et al. 2022). Despite these insights, HLJ1’s role in chemicals or genotoxins-induced liver carcinogenesis, particularly during early initiation, remains unclear. Tumor initiation caused by carcinogenic toxins involves multifactorial processes that are time- and dose-dependent. The nature of genetic mutations, whether drivers or non-drivers, is also a critical consideration. Chronic carcinogen exposure can increase the accumulation of mutations over time, potentially leading to aggressive malignant tumors. The response to carcinogen-induced stress, conserved across mammals, is essential for preventing cancer initiation and progression (Zhang et al. 2024). However, the role of endogenous stress proteins in carcinogen-induced tumor initiation and progression remains relatively underexplored. Investigating whether HLJ1 modulates stress responses induced by carcinogenic toxins and affects tumor progression is thus a worthwhile area of research.

These studies suggest that HLJ1 plays a critical role in maintaining liver function homeostasis, potentially impacting liver cancer development. In this study, we used HLJ1-knockout (*Dnajb4*^–/–^) mice and demonstrated that HLJ1 deficiency leads to hepatic gene signatures linked to chemical-induced liver cancer and IL-6/STAT3 signaling. Furthermore, the absence of HLJ1 contributes to DEN-induced carcinogenesis and proliferation, likely due to increased phosphorylation of STAT3 in adjacent normal tissues rather than in tumor tissues. This study uncovers the previously unknown role of HLJ1 in suppressing liver cancer with peritumoral STAT3 inhibition, and thus HLJ1 reinforcement could be a promising strategy for both liver cancer treatment and prevention.

## Results

### HLJ1 potentially participates in chemical-induced carcinogenesis through IL-6/STAT3 signaling

We investigated whether HLJ1, a stress-responsive heat shock protein, potentially participated in maintaining liver function homeostasis, particularly in carcinogenesis. Whole-genome transcriptome assays were conducted, followed by enrichment analysis and regulatory network construction, using liver mRNA extracted from HLJ1-wildtype (*Dnajb4*^+/+^) and HLJ1-knockout (*Dnajb4*^–/–^) mice (Fig. 1). 

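Dnajb4, which encodes HLJ1, has 3 probe sets with a single gene name on the array used, where a probe set is a group of oligonucleotides against a transcript. The brightest read 589 ± 23.5 (SD, n = 3) in Dnajb4+/+ livers and 466 ± 13.6 (SD, n = 3) in Dnajb4-/- livers. This is a log2 difference of -0.34 (standard error 0.05, adjusted p = 0.0100 over all probe sets, from limma). The next probe set read 112 ± 4.96 and 108 ± 1.43, and the dimmest read 38.9 ± 5.71 and 38.1 ± 6.65 (SD, n = 3 for each), with adjusted p = 0.603 and 0.911. Averaged over the probe sets, the Dnajb4 signal was 137 ± 5.51 in Dnajb4+/+ and 124 ± 6.85 in Dnajb4-/- livers (SD, n = 3), a log2 difference of -0.14 (standard error 0.06, adjusted p = 0.145 over all genes). The difference passed the test with the brightest probe set alone (adjusted p = 0.00500), with probe sets averaged on the linear scale (-0.27, adjusted p = 0.00476) and with 16 added to each value (-0.13, adjusted p = 0.0442). The paper's text does not name the part of the gene that was deleted, and the part that each probe set reads was not analysed here.

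**Figure D1:**
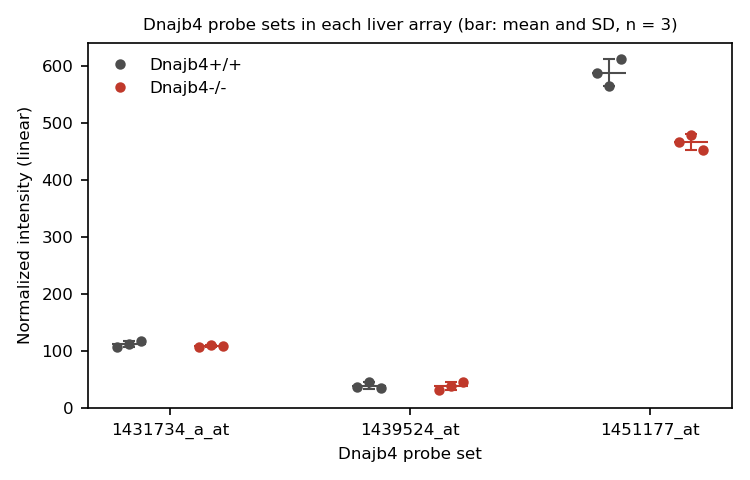
Normalized intensity (linear scale) of the 3 Dnajb4 probe sets in each of the 6 liver arrays, with the mean and SD of each genotype (n = 3). The Dnajb4-/- arrays of the brightest probe set lie between 453 and 480, below the Dnajb4+/+ arrays at 566 to 612, and the arrays of the other probe sets overlap.

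By the labels and the paper, the liver samples came from 3 Dnajb4+/+ and 3 Dnajb4-/- mice aged 6 to 8 weeks. All are labelled as male C57BL/6 and as biological replicates, with 1 Affymetrix mouse expression array for each. The values used are the authors' GCRMA intensities with global median centring, on a linear scale, with medians of 31.8 to 32.5 per array. They were put on a log2 scale and averaged over the probe sets of each of 18193 genes, and the genotypes were compared with limma's moderated test. P-values were adjusted by the Benjamini-Hochberg method, at a threshold of 0.05. Fixed gene lists were compared with all other genes by limma's camera test, whose adjusted p covers 42 lists. The number of arrays limits the precision of every value. The values also leave open that 1 RNA sample or pool was measured 3 times per genotype. The SDs, standard errors and p-values would then reflect measurement and not the spread between mice. Across genes, which are not independent replicates, arrays of the same genotype correlated at 0.9976 to 0.9981 and arrays of different genotypes at 0.9936 to 0.9951 (Pearson's r).
Xist, the RNA by which female cells silence an X chromosome, read 385 ± 19.4 in Dnajb4+/+ and 16.2 ± 1.58 in Dnajb4-/- livers (SD, n = 3). The Y-linked genes Eif2s3y, Kdm5d and Uty read 75.0% to 83.7% of their mean Dnajb4-/- level in the Dnajb4+/+ arrays, and 98.1% to 104% in the Dnajb4-/- arrays. Of 15 measured genes known to be higher in female than in male liver, 14 were lower in Dnajb4-/- livers and 1 did not pass the test (adjusted p = 8.43e-24 for the list; adjusted p = 0.0370 with an estimated correlation). The count was also 14 when adjusted over the list alone. Of 13 measured genes higher in male liver, 10 were higher in Dnajb4-/- livers and 3 did not pass (11 higher adjusted over the list alone), among them Hsd3b5 (0.67) and Cyp4a12a (0.57). The list had adjusted p = 1.32e-10, and adjusted p = 0.0720 with an estimated correlation. RNA from female liver in the Dnajb4+/+ samples may account for these differences. For genes other than Xist, no comparison made here separates such RNA from the genotype. The ratio of 3' to 5' signal, a sign of RNA integrity, was 1.17 ± 0.0134 for Gapdh in Dnajb4+/+ and 1.45 ± 0.0265 in Dnajb4-/- livers. For Actb it was 2.65 ± 0.0485 and 3.17 ± 0.0602 (SD, n = 3 each; two-sided exact permutation test, p = 0.1 for both, the smallest that 3 arrays against 3 allow).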

Gene set enrichment analysis (GSEA) focusing on tumor phenotype ontology, encompassing 92 gene sets, revealed significantly enrichment in two gene sets between two genotypes (Fig. S1). 

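The phenotype ontology set for increased carcinoma incidence, as printed in Table S1, holds 40 genes, of which 33 could be measured with a probe set of a single gene name. Cdkn1a, which encodes the cell cycle inhibitor p21, rose from 132 ± 3.96 in Dnajb4+/+ to 429 ± 24.9 in Dnajb4-/- livers (SD, n = 3), a log2 difference of 1.70 (standard error 0.05, adjusted p = 6.21e-06 from limma). Apex1, a DNA repair endonuclease, rose by 0.28 on the log2 scale (adjusted p = 0.00288), and Men1, the tumor suppressor menin, fell by 0.23 (adjusted p = 0.0148). The other 30 measured genes did not pass the test. Among them, Smad4, the shared mediator of TGF-beta signaling, differed by 0.062 and the tumor suppressor Apc by 0.014. Of the 16 measured genes that Table S1 marks as core, 1 was higher (Cdkn1a) and 15 did not pass.
The counts were the same, 2 higher and 1 lower, when adjusted over the list alone. The study picked the set by its score on these samples, so these counts are not independent evidence of its direction. The measured genes lay on average 0.062 above all other genes on the log2 scale (adjusted p = 0.481; adjusted p = 0.541 with an estimated correlation). Their median log2 difference was 0.023, with Cdkn1a at 1.70 and the next largest, Apex1, at 0.28. The set was not tested without Cdkn1a, so how far its set-level results rest on this gene is unknown. By limma's fry, which compares the set with no other genes, it passed as higher (adjusted p = 0.00247). Of them, 20 (60.6%, 95% exact Clopper-Pearson interval 42.1% to 77.1%) had a higher mean in Dnajb4-/- livers. An unweighted running score along the genes ranked by log2 difference was -0.12 (normalized score -0.84, p = 0.657 from a permutation with 10000 random gene sets, one-sided in the direction of the score). The score lay between 0.12 and 0.44 with other rankings, a weighting, dim genes left out or quantile normalization, and between 0.10 and 0.14 without Dnajb4+/+ replicate 1 or 3 or Dnajb4-/- replicate 1 or 2, with no p under 0.0546 in these permutations. The set passed the test among genes above the upper quartile of signal alone (0.42, adjusted p = 0.0108), and the call of Men1 was lost without Dnajb4+/+ replicate 1 (adjusted p = 0.0555) and without Dnajb4-/- replicate 1 or 2 (0.0519 and 0.0519).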

The first one regarding increased carcinoma incidence was significantly positively enriched in *Dnajb4*^–/–^ mice (Fig. 1A), with 19 of 40 core-enriched genes (the red box in Fig. 1A) identified (Fig. 1B and Table S1). 

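Of the 116 genes printed in Table S2, the set for tumors induced by chemicals, 110 could be measured. In Dnajb4-/- livers 10 were higher, 13 were lower and 87 did not pass the test. Besides Cdkn1a, the genes that rose include Ltf, the iron-binding protein lactoferrin, from 28.0 ± 2.14 to 40.0 ± 3.22 (SD, n = 3), and Epha2, an ephrin receptor, from 146 ± 1.42 to 194 ± 8.90 (SD, n = 3). Their log2 differences were 0.52 (adjusted p = 0.00631 from limma) and 0.41 (adjusted p = 0.00167). Ppargc1a, a coactivator of mitochondrial and gluconeogenic genes, fell by 0.74 on the log2 scale, from 124 ± 7.00 to 74.0 ± 3.24 (SD, n = 3; adjusted p = 3.57e-04). Of the 47 measured genes marked as core, 2 were higher, 4 were lower and 41 did not pass. Foxm1, a transcription factor of the cell cycle, differed by 0.11 (adjusted p = 0.174), and Runx1, a transcription factor of blood formation, by 0.086 (adjusted p = 0.387).
When adjusted over the list alone, 13 of the set's genes were higher and 15 were lower, which is not independent evidence, as the set was picked on these samples. The set as a whole did not pass (adjusted p = 0.675; adjusted p = 0.771 with an estimated correlation). Its mean lay 0.0044 above that of all other genes, while its median was -0.0074 and the test's direction was down. A higher mean in Dnajb4-/- livers was found for 54 of the 110 genes (49.1%, 95% exact Clopper-Pearson interval 39.4% to 58.8%). The running score was -0.11 (normalized score -1.32, p = 0.151, the same one-sided permutation). It was -0.14 (p = 0.0282, permutation) with genes ranked by linear differences, -0.15 (p = 0.0150) with these summed over probe sets, and 0.28 (p = 0.128) with weights.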

The second gene set indicated upregulated genes in *Dnajb4*^–/–^ mice linked to pathways associated with increased incidence of tumors by chemical induction (Fig. 1C), with 51 of 116 core-enriched genes (the red box in Fig. 1C) identified (Fig. 1D and Table S2). These findings suggest that mice deficient in HLJ1 may be susceptible to environmental stress-induced carcinogenesis, particularly from chemicals. To validate this hypothesis, we investigated the underlying molecular pathways regulated by HLJ1. A total of 267 differentially expressed genes (up-/down-regulated by at least twofold) between the genotypes were selected for subsequent pathway analysis and network construction (Fig. 1E). 

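At a threshold of 2-fold, 75 genes differed between the genotypes, 17 higher and 58 lower in Dnajb4-/- livers. The largest rise was that of Gdpd3, a phosphodiesterase of lysophospholipids, from 118 ± 7.39 to 587 ± 21.0 (SD, n = 3), a log2 difference of 2.32 (standard error 0.06, adjusted p = 2.19e-06 from limma). It was followed by Dmbt1, a secreted scavenger receptor protein (2.00), and by Cdkn1a. Then came Dnaic1, a dynein chain of cilia (1.46), the thyroid hormone binding protein Crym (1.41), BC023105, a gene known by a cDNA symbol (1.28) and Ifi44l, an interferon-induced gene near the background in Dnajb4+/+ livers (1.26, and 0.77 with 16 added to each value). Elovl3, a fatty acid elongase with higher expression in male liver, rose from 3187 ± 97.8 to 7562 ± 321 (SD, n = 3; 1.25). The clock activator Arntl rose by 1.24 (0.14, adjusted p = 0.166, without probe sets that can read several transcripts) and the transcriptional repressor Bcl6 by 1.12.
The largest fall was that of Sult3a1, a sulfotransferase with higher expression in female liver, from 4498 ± 4.27 to 34.8 ± 2.41 (SD, n = 3), a log2 difference of -7.02 (standard error 0.06, adjusted p = 9.12e-09). The cytochrome P450 genes Cyp2b9, Cyp4a14 and Cyp2b13 differed by -5.55, -4.31 and -3.67, the sulfotransferase Sult2a2 by -5.48 and Xist by -4.58. Slc22a26, an organic anion transporter, differed by -4.09, the hydroxyacid oxidase Hao2 by -4.03, the acyl-CoA thioesterase Acot3 by -3.18 and the metallothionein Mt2 by -3.16. Sult2a2, Xist and Slc22a26 lay near the background in Dnajb4-/- livers (14.6, 16.2 and 16.6), and Cyp2b9, Hao2 and Cyp2b13 not far above it (21.4, 25.7 and 26.6), so the sizes and the order of these falls are uncertain (with 16 added to each value -4.41, -3.57, -3.13, -4.76, -3.37 and -3.05). Of the 58 genes that fell, 19 belong to the lists of female-high liver genes, clock genes or skeletal muscle markers. Of 19 clock genes, 12 fell, among them Dbp (-3.05), Usp2 (-2.14) and Ciart (-1.67), and 5 rose (adjusted p = 0.00128 for the list; adjusted p = 0.218 with an estimated correlation). The clock counts were 12 lower and 6 higher adjusted over the list alone. Of 18 skeletal muscle markers, 13 fell, among them Tnnc2, a troponin (-2.25), and Acta1, the actin of skeletal muscle (-2.10), and 5 did not pass (adjusted p = 9.16e-11; adjusted p = 0.0519 with an estimated correlation). The number of muscle markers that fell was 14 when adjusted over the list alone.

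**Figure D2:**
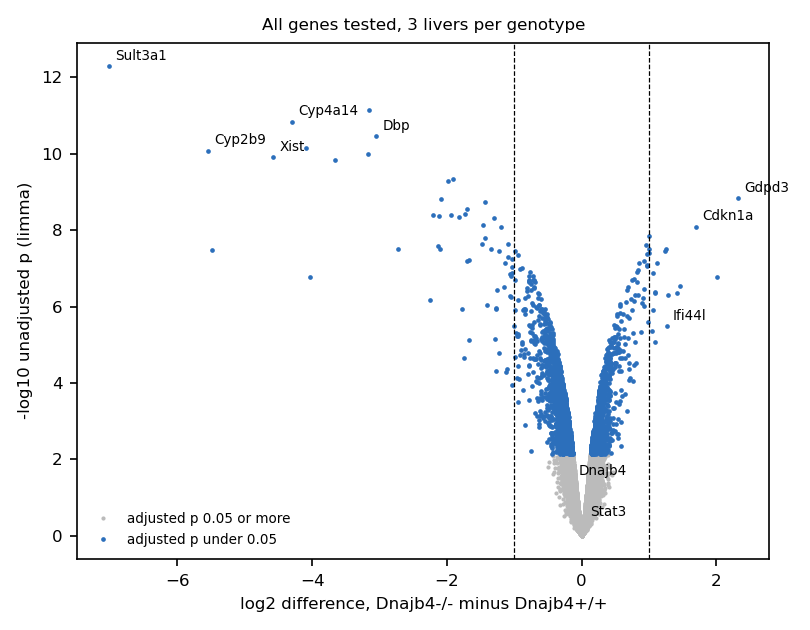
Log2 difference of each of 18193 genes (x axis, Dnajb4-/- minus Dnajb4+/+) against the negative log10 of limma's unadjusted p (y axis), with genes of adjusted p under 0.05 in blue and dashed lines at 2-fold. 58 genes lie left of the lines and 17 right of them, from Sult3a1 at -7.02 to Gdpd3 at 2.32, and Stat3 lies at 0.029.

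Without regard to size, 2667 genes passed an adjusted p of 0.05, 926 higher and 1741 lower, with a median absolute log2 difference of 0.27, and all 75 genes past 2-fold were among them. The share of higher genes among these calls was 34.7%, and 50.5% with each array centred on the mean of its brighter probe sets. In 35.5% of all genes the Dnajb4-/- values lay all above or all below the Dnajb4+/+ values, where chance gives 10%. The number of calls fell to 1552, 1621, 1692 and 1721 without Dnajb4+/+ replicate 1 or 3 or Dnajb4-/- replicate 1 or 2. With the genes of the sex-biased, clock and muscle lists not counted, a choice made after seeing the data, 54 genes differed by at least 2-fold and 2613 passed the test. These lists hold 65 measured genes, so the counts do not show how many calls stem from sex, time of day or muscle.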

Enrichment analysis of “pathway map folder” revealed that these genes were significantly enriched in pathways associated with “hepatocellular carcinoma”, indicating that HLJ1 deficiency may activate HCC-related genes. 

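Of 25 measured markers of hepatocellular carcinoma, listed before the data were examined as all other gene lists here, 3 rose and 6 fell in Dnajb4-/- livers, and 16 did not pass the test. Myc, a transcription factor that drives cell growth, rose from 151 ± 11.2 to 254 ± 6.19 (SD, n = 3), a log2 difference of 0.76 (standard error 0.06, adjusted p = 4.45e-04 from limma). Lcn2, the iron-sequestering acute phase protein lipocalin 2, fell from 584 ± 14.4 to 137 ± 7.93 (SD, n = 3), a log2 difference of -2.09 (standard error 0.05, adjusted p = 2.19e-06). Prom1, which encodes CD133, a surface marker of progenitor cells and a female-high liver gene, fell by 0.99 on the log2 scale (adjusted p = 1.71e-04), and Ccnd1, which encodes cyclin D1, by 0.67 (adjusted p = 1.58e-04). The list as a whole did not pass (adjusted p = 0.240; adjusted p = 0.541 with an estimated correlation), and the counts were 3 higher and 6 lower when adjusted over the list alone. Of 21 proliferation markers, 6 fell and 15 did not pass. Lower were the mitotic cyclin Ccnb2 (-0.76), the survivin gene Birc5 (-0.64), the mitotic kinase Cdk1 (-0.38) and Mki67 (-0.32). The list had adjusted p = 0.00440, and adjusted p = 0.183 with an estimated correlation. Of its genes, 8 fell when adjusted over the list alone. Its call was lost among genes above the median signal (adjusted p = 0.695) and without probe sets that can read several transcripts (adjusted p = 0.181). The call of Birc5 was lost without Dnajb4+/+ replicate 3 (adjusted p = 0.0533), and that of Cdk1 without Dnajb4+/+ replicate 2 or 3 (0.0809 and 0.0886) or Dnajb4-/- replicate 1 or 2 (0.104 and 0.0988). The enrichment of pathway maps in MetaCore was not repeated here.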

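Genes that handle foreign compounds moved both ways between the genotypes, and more of them fell than rose in Dnajb4-/- livers. Of 27 measured cytochrome P450 genes, which oxidize drugs and toxins, 8 fell, 3 rose and 16 did not pass the test. Cyp2b9 fell from 997 ± 57.6 to 21.4 ± 2.61, Cyp2b13 from 337 ± 23.5 to 26.6 ± 1.48 and Cyp2b10 from 280 ± 7.60 to 163 ± 2.49 (SD, n = 3 for each). The log2 difference of Cyp2b10, a target of the xenobiotic receptor CAR, was -0.78 (standard error 0.04, adjusted p = 5.14e-05 from limma). Cyp3a16 fell near the background, from 15.0 to 7.79, where the size of a log2 difference is uncertain. Of 31 conjugation enzymes, 16 fell and 3 rose. The glutathione transferase Gstt3 fell by 0.85 on the log2 scale and the sulfotransferase Sult1d1 by 0.75, while the glucuronosyltransferase Ugt2b38 rose by 0.99. Of the genes that fell, 3 of the P450 list and 1 of the conjugation list are female-high liver genes, and of those that rose, 1 of each list is male-high. Only the 15 measured female-high and 13 measured male-high genes were counted for this, so other sex-biased genes may be among the rest.
Of 16 drug transporters, 5 fell, among them the organic anion transporter Slco1a4 (-0.89), the drug efflux pump Abcb1a (-0.49) and the cation extruder Slc47a1 (-0.41), and 1 rose, the efflux pump Abcg2 (0.34). Of 27 nuclear receptors and other regulators of xenobiotic genes, 10 fell and 5 rose. With quantile normalization these counts were nearly even, at 9 and 8. Nr1i3, which encodes CAR, differed by -0.73 and the clock receptor Nr1d2 by -0.60, while Nr0b2, the repressor SHP, differed by 1.09 and the hepatic transcription factor Onecut1 by 0.83. Adjusted over the list alone, 4 P450 genes rose and 9 fell, as did 4 and 18 conjugation enzymes, 4 and 7 transporters and 9 and 12 regulators. As lists, the P450 genes (adjusted p = 0.0347; adjusted p = 0.302 with an estimated correlation) and the conjugation enzymes (adjusted p = 4.40e-05; adjusted p = 0.243 with an estimated correlation) were lower than other genes. The transporters (adjusted p = 0.0666) and the regulators (adjusted p = 0.481) did not pass. The call of the P450 list was lost, with adjusted p from 0.0522 to 0.841, with quantile normalization, dim genes left out, the brightest probe set, probe sets averaged on the linear scale, 16 added to each value, or a variance trend, and its counts of lower and higher genes came near each other with a variance trend (10 and 9) or among genes above the upper quartile (8 and 7) or the median of signal (9 and 6). The call of Abcb1a was lost with its brightest probe set (adjusted p = 0.0895), without Dnajb4+/+ replicate 1 or 3 (0.0573 and 0.0540) and without Dnajb4-/- replicate 1 or 3 (0.0577 and 0.0550), and that of the conjugation list among genes above the upper quartile of signal (adjusted p = 0.0554).

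**Figure D3:**
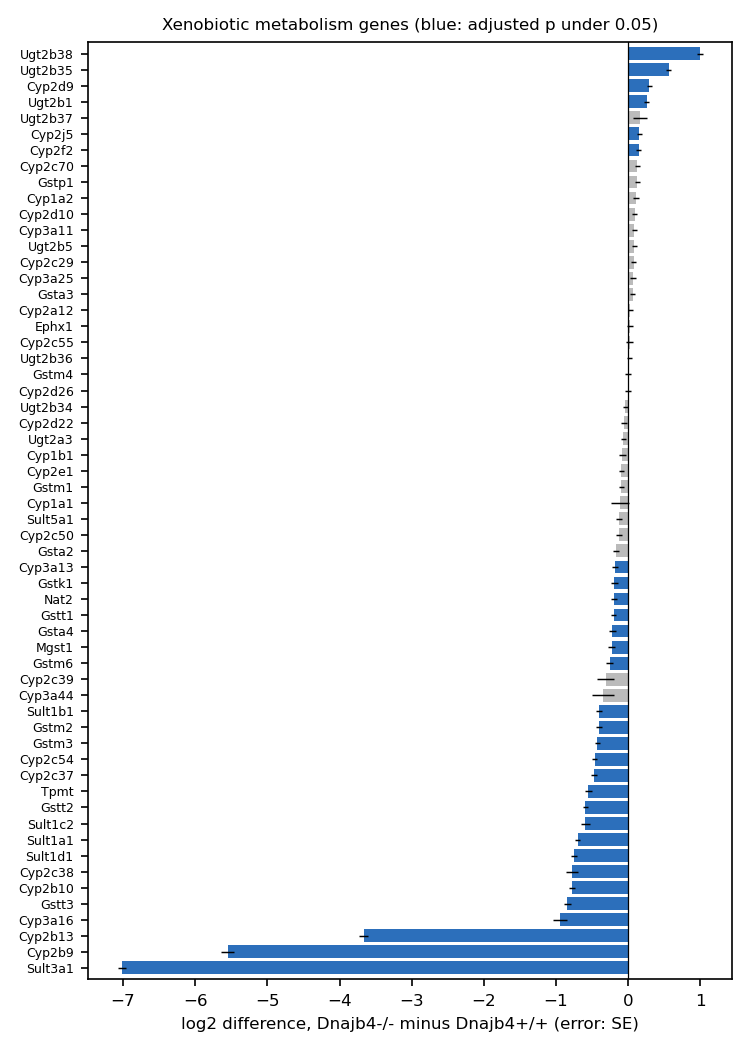
Log2 difference (Dnajb4-/- minus Dnajb4+/+, bars, with standard errors) of the measured P450 genes and conjugation enzymes, with genes of adjusted p under 0.05 in blue. Bars run from Sult3a1 at -7.02 to Ugt2b38 at 0.99, and 24 blue bars point down and 6 up.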

Notably, pathways involved in xenobiotic metabolism and regulation were significantly upregulated in the absence of HLJ1, suggesting that *Dnajb4*^–/–^ mice may exhibit heightened sensitivity to chemical-induced hepatocarcinogenesis. 

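Genes of IL-6/JAK/STAT signaling that differed between the genotypes moved both ways. Of 22 measured, 3 rose and 1 fell in Dnajb4-/- livers, and 18 did not pass the test. Lifr, a receptor of the IL-6 cytokine family, rose from 650 ± 17.0 to 828 ± 11.2 (SD, n = 3), a log2 difference of 0.35 (standard error 0.04, adjusted p = 0.00168 from limma). The coactivator Crebbp rose by 0.22 on the log2 scale (adjusted p = 0.0173) and the exchange factor Sos1 by 0.14 (adjusted p = 0.0408). Socs3, which inhibits this pathway and is induced by it, fell from 200 ± 4.00 to 168 ± 5.29 (SD, n = 3), a log2 difference of -0.25 (standard error 0.04, adjusted p = 0.00887). Of 21 genes of the SCF ubiquitin ligase and its substrates, 5 fell, among them Wee1, a kinase that delays mitosis (-1.41), and the cyclin gene Ccne2, near the background in Dnajb4-/- livers (-0.86, and -0.50 with 16 added to each value). The other called members, 2 in number, rose and were Cdkn1a and Myc. Of 38 genes of the G1/S transition, 10 fell, Ccnd1 and Ccne2 among them, and 2 rose, again Cdkn1a and Myc. The number of these that fell was 6 to 9 with each replicate left out in turn. Of 31 genes of the DNA damage response, 3 rose, among them Gadd45g, a stress-induced growth regulator (0.62), and Apex1. There, 4 fell, among them the damage-binding gene Ddb2 (-0.38) and H2ax (-0.31). Of 18 p53 target genes, 1 rose (Cdkn1a) and 17 did not pass.
Adjusted over the list alone, 3 genes of the IL-6 list rose and 1 fell, as did 5 and 5 of the SCF list, 3 and 12 of the G1/S list, 3 and 4 of the DNA damage list, while 1 of the p53 list rose. The G1/S list was lower than other genes (adjusted p = 0.0480; adjusted p = 0.427 with an estimated correlation). The lists of IL-6 signaling (adjusted p = 0.882), the SCF complex (0.949), the DNA damage response (0.629) and p53 targets (0.940) did not pass. The mean of the IL-6 list lay 0.0065 above that of other genes, while its median was -0.040 and the test's direction was down. The mean of the p53 list lay 0.091 above, while its median was -0.025. Kupffer cell and macrophage markers fell in the same arrays, 14 of 19, among them Cd163 (-0.78) and Cd68 (-0.57) (adjusted p = 5.92e-10; adjusted p = 0.147 with an estimated correlation). The call of the G1/S list was lost in 9 settings, among them without Dnajb4+/+ replicate 1 or 3 (adjusted p = 0.0546 and 0.0740) and without Dnajb4-/- replicate 1 or 2 (0.0769 and 0.0572). That of Crebbp was lost without Dnajb4+/+ replicate 2 or 3 (adjusted p = 0.0511 and 0.0519) and without Dnajb4-/- replicate 2 (0.0617), that of Sos1 with any of the replicates left out (0.0722 to 0.133), that of Ddb2 without Dnajb4-/- replicate 1 or 3 (0.0593 and 0.0508) and that of Lifr with its brightest probe set (0.231).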

Further investigation of the HCC category highlighted enriched pathway maps, including immune responses mediated by IL-6/JAK/STAT signaling, cell cycle regulation of SCF complex and G1/S transition, and DNA damage response pathways (Fig. 1F). To identify potential regulatory networks influenced by HLJ1 and contributing to HCC, we used the differentially expressed genes to construct a network based on the canonical IL-6/JAK/STAT pathway, which ranked highest in significance within HCC pathway map folders (Fig. 1G). This network identified STAT3 as a core transcriptional factor, upregulated after HLJ1 deletion, regulating several downstream targets, including SOCS, Mcl-1, FOXO3, JunB, c-Jun, IRF1, and Rac2. These genes contribute to various liver cancer phenotypes, including cell growth and cell cycle arrest, cell differentiation, inhibition of cytokine signaling, tumorigenesis, and even angiogenesis. These results suggest that HLJ1 deficiency enhances chemical-induced liver carcinogenesis by altering gene signatures and activating pathways, particularly those involving IL-6/STAT3 signaling.

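Stat3, the transcription factor at the center of the network, read 182 ± 2.37 in Dnajb4+/+ and 185 ± 1.58 in Dnajb4-/- livers (SD, n = 3), a log2 difference of 0.029 (standard error 0.04, adjusted p = 0.646 from limma). Of the 24 genes drawn in Fig. 1G, all measured, 4 were higher in Dnajb4-/- livers, 8 were lower and 12 did not pass the test. Higher were Cdkn1a and Crebbp, and the cytokine signaling inhibitors Socs2 (0.48, adjusted p = 5.18e-04; 1.28 with its brightest probe set and 0.28 without probe sets that can read several transcripts) and Cish (0.40, adjusted p = 0.00397). Lower was Junb, a subunit of the AP-1 transcription factor, from 162 ± 10.6 to 101 ± 6.80 (SD, n = 3), a log2 difference of -0.68 (standard error 0.07, adjusted p = 0.00119). Jun, which encodes c-Jun, fell by 0.29 on the log2 scale (adjusted p = 0.00977), and Irf1, an interferon regulatory factor, by 0.22 (adjusted p = 0.00900). Socs3 fell too. The cell cycle genes Cdkn2c, Cdk4 and Cdkn1b, which encode the inhibitor p18, a kinase and the inhibitor p27, fell by 0.47, 0.37 and 0.34, and the angiogenic factor Vegfa by 0.26. Not past the test were the survival factor Mcl1 (-0.043, adjusted p = 0.528), the transcription factor Foxo3 (-0.20, adjusted p = 0.0644), the small GTPase Rac2 (-0.12, adjusted p = 0.307) and Socs1 (-0.076, adjusted p = 0.293). The receptor genes Il6ra and Il6st differed by -0.0065 and -0.10, the kinases Jak2 and Tyk2 by -0.040 and -0.029, Akt1 by -0.086, Sp1 by -0.028 and Fos by -0.25, and these did not pass the test.

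**Figure D4:**
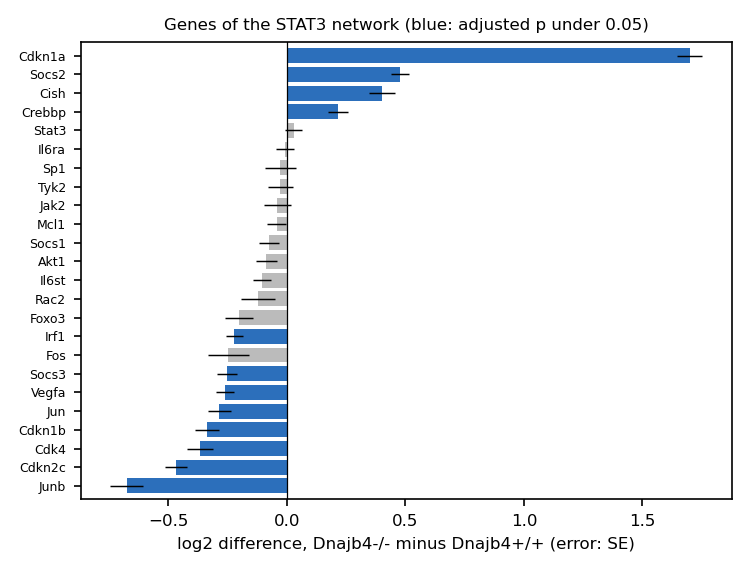
Log2 difference (Dnajb4-/- minus Dnajb4+/+, bars, with standard errors) of the 24 genes of the network, with genes of adjusted p under 0.05 in blue. Bars run from Junb at -0.68 to Cdkn1a at 1.70, with 4 blue bars pointing up and 8 down.

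As a list the network was lower than other genes (adjusted p = 0.0332; adjusted p = 0.427 with an estimated correlation), and it did not pass limma's fry (adjusted p = 0.103). Adjusted over the list alone, 4 genes were higher and 11 lower, and as the study chose these genes on the same samples, the counts are not independent evidence of a direction. The list's call was lost without Dnajb4+/+ replicate 1 (adjusted p = 0.0546) or Dnajb4-/- replicate 1 (0.0684), with quantile normalization, with the brightest probe set and without probe sets that can read several transcripts, and its mean lay above that of other genes with dim genes left out (0.0067 and 0.044). Foxo3 passed the test as lower without Dnajb4+/+ replicate 2 (-0.26), with dim genes left out (-0.20), the brightest probe set (-0.25), the linear mean (-0.26), 16 added to each value (-0.19), a variance trend (-0.20) or array quality weights (-0.21), Fos without Dnajb4-/- replicate 3 (-0.35), Rac2 and Akt1 with the brightest probe set (-0.29 and -0.26) or the linear mean (-0.24 and -0.17), and Il6st with dim genes left out (-0.10) or 16 added to each value (-0.094), while the call of Socs3 was lost without probe sets that can read several transcripts.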

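Among liver genes that STAT3 and the acute phase response induce, more fell than rose in Dnajb4-/- livers. Of 34 measured, 17 fell, 2 rose and 15 did not pass the test. As a list they were lower than other genes (adjusted p = 7.45e-09; adjusted p = 0.183 with an estimated correlation). The metallothionein genes Mt2 and Mt1, which bind metal ions, fell from 3354 ± 42.1 to 375 ± 6.09 and from 1129 ± 38.6 to 284 ± 5.56 (SD, n = 3 for each). Saa2, the acute phase protein serum amyloid A2, fell from 3424 ± 130 to 968 ± 50.0 (SD, n = 3), a log2 difference of -1.82 (standard error 0.05, adjusted p = 4.02e-06 from limma), and Lcn2 fell as well. Bcl3, a cofactor of NF-kB, rose from 240 ± 1.97 to 347 ± 11.5 (SD, n = 3), and the interleukin 1 receptor gene Il1r1 from 44.6 ± 0.834 to 52.8 ± 1.78 (SD, n = 3). Both were named after their values were seen. When adjusted over the list alone, 19 of these genes fell and 2 rose. Its median log2 difference was -0.14, and that of the Kupffer cell and macrophage markers in the same arrays was -0.29. These are RNA levels in mice whose labels name no diethylnitrosamine treatment, and the genotypes also differed in Xist and clock genes. The counts therefore do not decide on STAT3 activity. The paper reports more phosphorylated STAT3 protein after diethylnitrosamine and in non-tumor tissue next to tumors, which the arrays do not measure. From the enriched gene sets, the pathway maps and the network around STAT3, the paper proposes that loss of HLJ1 promotes liver carcinogenesis by chemicals through altered gene signatures and active pathways, IL-6/STAT3 signaling above all.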

**Fig. 1:**
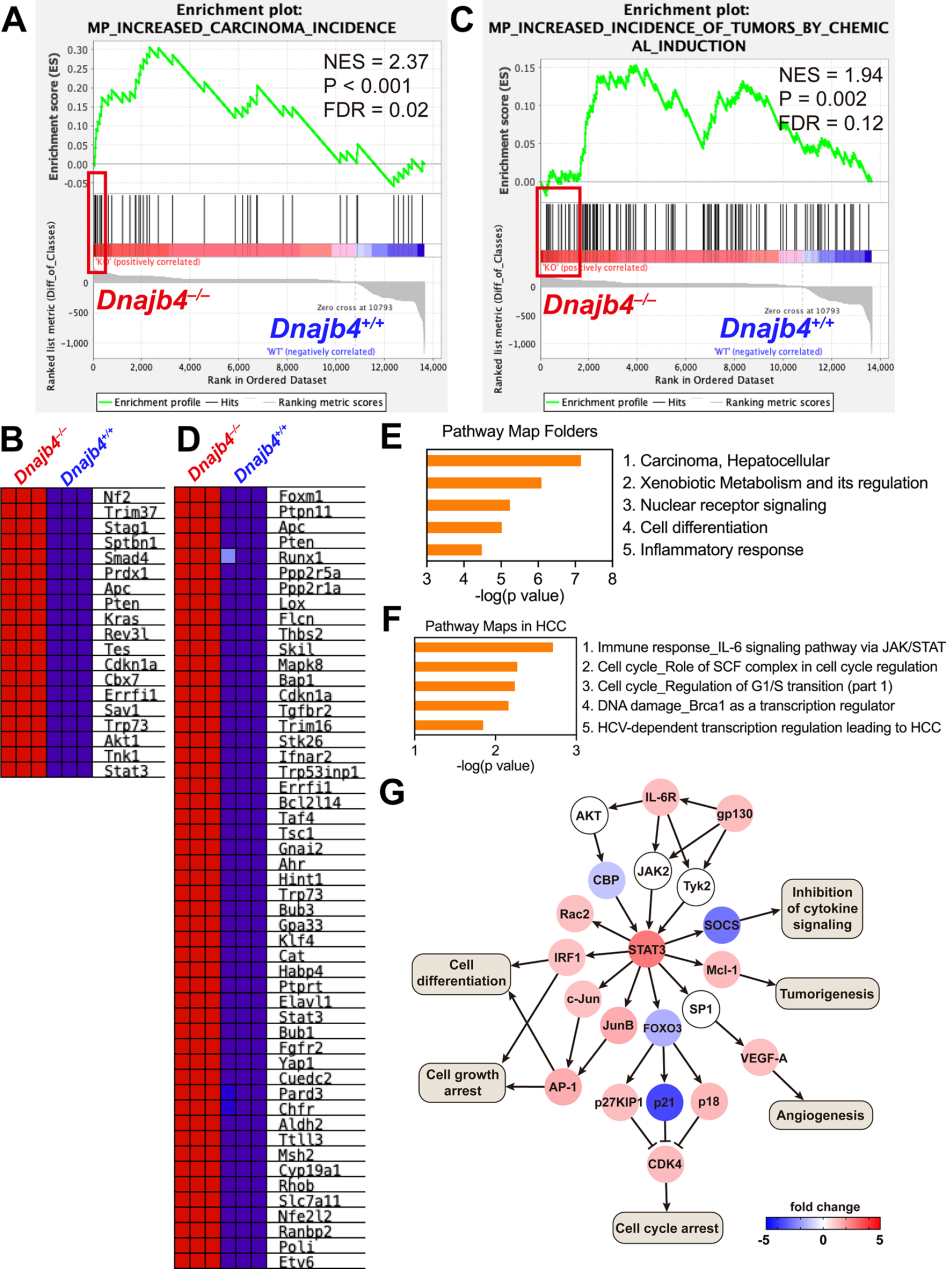
cDNA microarray analysis of HLJ1-related biological pathways in liver cancer. mRNA was extracted from the liver of *Dnajb4*^+/+^ and *Dnajb4*^–/–^ mice aged 6–8 weeks (n = 3 per group) for cDNA microarray and GSEA analysis. GSEA identified significantly enriched gene sets, including (**A**) “increased carcinoma incidence” and (**C**) “increased incidence of tumors by chemical induction,” along with their corresponding core enrichment genes (**B** and **D**, respectively). **E** The top five ranked categories from “Pathway map folders” based on gene enrichment analysis of 267 selected genes. **F** The top five enriched pathway maps within the folder “hepatocellular carcinoma”, ranked by *P*-values. **G** Network construction analysis of differentially expressed genes enriched in the IL-6 signaling pathway via JAK/STAT. Red boxes indicate genes identified as positive core enrichments in *Dnajb4*^**–/–**^ mice

### DEN-induced phosphorylation of STAT3 and H2AX is enhanced in *Dnajb4*^–/–^ mice 

Given that HLJ1 deficiency potentially alters hepatic gene expression patterns related to xenobiotic metabolism and chemical-induced tumor incidence, we utilized diethylnitrosamine (DEN), a well-established carcinogen that induces mouse liver cancer resembling human HCC (Lee et al. 2004), to clarify the role of HLJ1 in hepatocarcinogenesis. The short-term effects of DEN were assessed by administrating a 100 mg/kg dosage and sacrificing mice 24 or 48 h post-injection (Fig. 2A). To evaluate liver damage, we analyzed markers of hepatic injury, as DEN metabolism generates reactive oxygen species (ROS) via the cytochrome P450 system, causing hepatocyte death and triggering compensatory proliferation (Kang et al. 2007). Serum transaminase levels increased in response to DEN but showed no significant difference between genotypes (Fig. 2B). Additionally, the expression level of Cyp2E1, an enzyme primarily responsible for hepatic DEN metabolism, was unaffected by HLJ1 deletion (Fig. S2A). Although DEN induces ROS-mediated liver damage, the expression level of Hmox-1, an enzyme responsive to oxidative stress, also remained unchanged after HLJ1 deletion (Fig. S2B). Analysis of long-term oxidative stress markers GSTP1, GCLC, GCLM, and NQO1 in normal parts adjacent to HCC using the TCGA public database revealed little correlation with the expression of HLJ1 (Fig. S3).

**Fig. 2:**
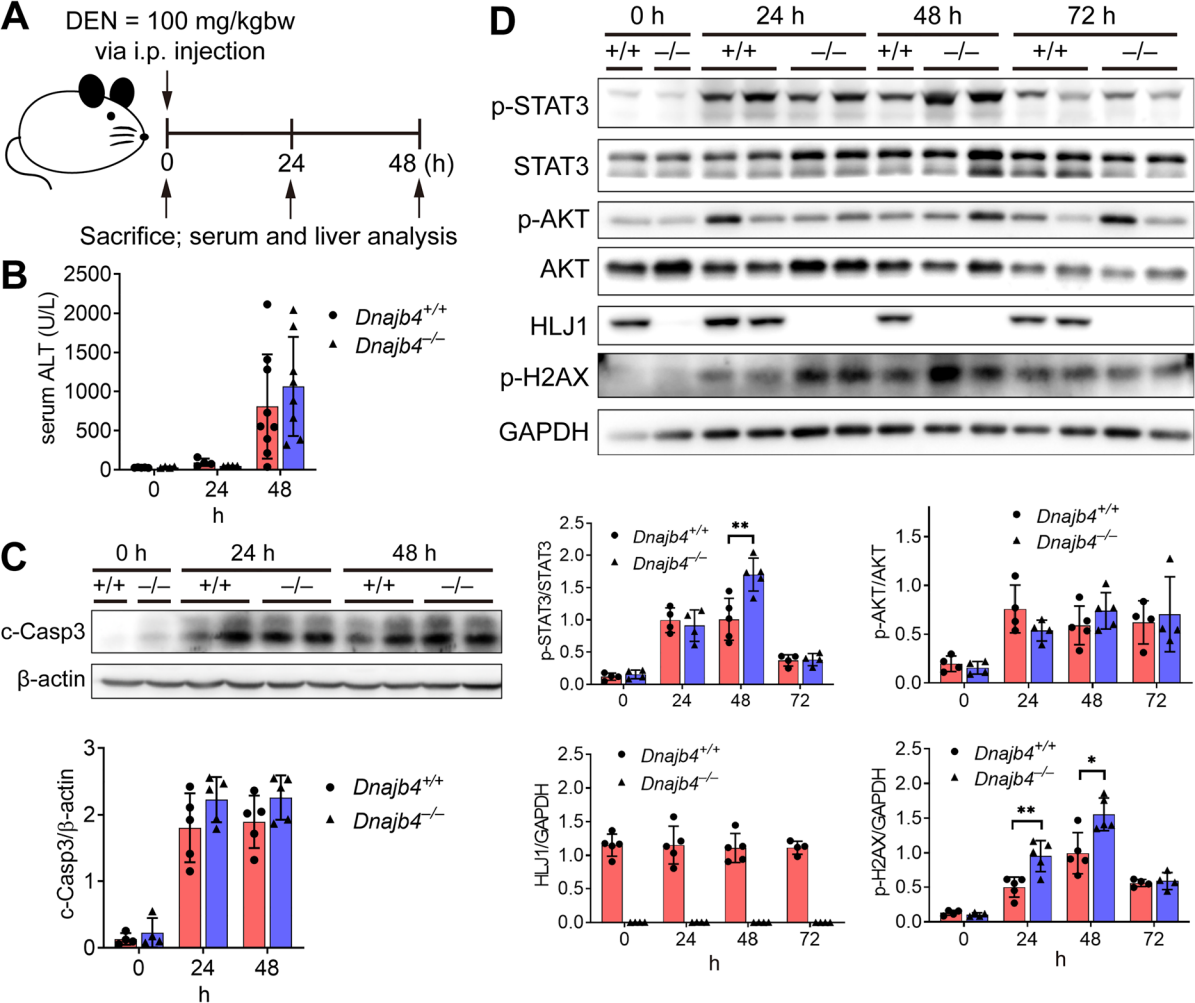
HLJ1 deletion enhances p-STAT3 and H2AX under short-term DEN stress. **A** *Dnajb4*^+/+^ and *Dnajb4*^–/–^ mice were administrated a single dose of DEN (100 mg/kg) at 6–8 weeks of age and sacrificed at the indicated time points for proteins extraction from whole liver lysates. **B** Serum ALT levels in *Dnajb4*^+/+^ and *Dnajb4*^–/–^ mice at 0, 24, and 48 h post-DEN (100 mg/kg) administration. **C** Expression levels of cleaved caspase-3 in DEN-treated liver of *Dnajb4*^+/+^ (+ / +) and *Dnajb4*^–/–^ (–/–) mice were assessed by western blotting. **D** Protein levels of HLJ1 and phosphorylated STAT3, AKT, and H2AX in *Dnajb4*^+/+^ (+ / +) and *Dnajb4*^–/–^ (–/–) mice livers. Representative 1 ~ 2 samples out of n = 4 per group are shown. β-actin and GAPDH serve as loading controls. Data are presented as means ± SD. * *P* ≤ 0.05; ** *P* ≤ 0.01

To examine apoptosis following DEN treatment, we evaluated cleaved caspase-3 levels (Fig. 2C), Although *Dnajb4*^–/–^ mice exhibited higher levels of cleaved caspase-3 than *Dnajb4*^+/+^ mice, the difference was not statistically significant. Similarly, the transcriptional levels of Bax were unaffected by HLJ1 deletion (Fig. S2C), indicating that HLJ1 does not impact the intrinsic apoptotic pathway. Collectively, these findings suggest that HLJ1 does not influence DEN-induced liver damage during short-term challenges. Since STAT3 phosphorylation (p-STAT3) can occur in response to cytokine IL-6 secreted by macrophages during DEN-induced tumor initiation and thus reflect liver inflammation, we investigated whether p-STAT3 levels were altered in *Dnajb4*^–/–^ mice post-DEN injection (Fig. 2D). The results showed significantly elevated p-STAT3 levels in *Dnajb4*^–/–^ mice compared to *Dnajb4*^+/+^ mice at 48 h post-injection. However, IL-6 expression levels remained unchanged in the absence of HLJ1 (Fig. S2D), suggesting an IL-6-independent pathway mediating STAT3 activation. As DEN metabolism generates electrophilic products causing DNA damage by reacting with nucleophilic DNA bases, we next analyzed p-H2AX, a marker of DNA damage, in mice post-DEN treatment. Compared to *Dnajb4*^+/+^ controls, *Dnajb4*^–/–^ mice displayed significantly higher levels of p-H2AX 24 and 48 h after DEN challenge (Fig. 2D). By 72 h, p-H2AX expression decreased, indicating the completion of damage repair. These findings suggest that HLJ1 attenuates short-term DEN-induced STAT3 phosphorylation and DNA damage responses. HLJ1 may play a modulatory role in stress responses triggered by chemical carcinogens.

### Tumor burden is enhanced in HLJ1-deficient mice following long-term DEN treatment

Based on the findings from short-term experiment, we further investigated whether HLJ1 significantly influences DEN-induced liver cancer formation and progression. Long-term DEN administration in mice was followed by histopathological analysis. Two-week-old mice of both genotypes received a single dose of DEN (20 mg/kg, i.p.), followed by weekly high-dose DEN (50 mg/kg, i.p.) starting immediately after weaning until 12 weeks of age. Mice were sacrificed for tumor evaluation at 30 weeks (Fig. 3A). The results showed *Dnajb4*^–/–^ mice exhibited significantly higher macroscopic tumor burdens compared to *Dnajb4*^+/+^ mice (Fig. 3B). Tumor multiplicity, volume, and relative liver weight were also significantly elevated in *Dnajb4*^–/–^ mice (Fig. 3C). Serum levels of ALT and AST were notably higher in *Dnajb4*^–/–^ than *Dnajb4*^+/+^ mice (Fig. 3D), indicating augmented liver damage. The differences in ALT/AST were not observed during the short-term DEN challenge (Fig. 2), as the long-term constitutive liver damage resulted from tumor growth reflects severity. To further assess the impact of HLJ1 on tumor progression, we quantified the size of microscopic tumor foci in liver sections (Fig. 3E). *Dnajb4*^–/–^ mice exhibited significantly larger microscopic tumors than *Dnajb4*^+/+^ mice. To confirm these findings, we used an additional experimental model involving phenobarbital (PB), a common tumor promotor used post-DEN induction. Mice received a single DEN dose at 2 weeks of age, followed by 500 ppm PB in drinking water starting at 4 weeks until 55 weeks of age (Fig. S4A). Consistent with the primary model, *Dnajb4*^–/–^ mice exhibited a 100% incidence rate, greater macroscopic tumor burden, and higher multiplicity (number of tumors) than *Dnajb4*^+/+^ mice (Figs. S4B and C). HLJ1 deletion also resulted in slightly elevated tumor size, serum ALT and AST levels, and relative liver weight in the DEN/PB model (Fig. S4C). These results collectively demonstrate that tumor burden and progression are significantly exacerbated in *Dnajb4*^–/–^ compared to *Dnajb4*^+/+^ mice. Across multiple analytical metrics and experimental models, the absence of HLJ1 contributes to enhanced carcinogen-induced tumor progression, underscoring the critical role of HLJ1 in mitigating liver tumor development.

**Fig. 3:**
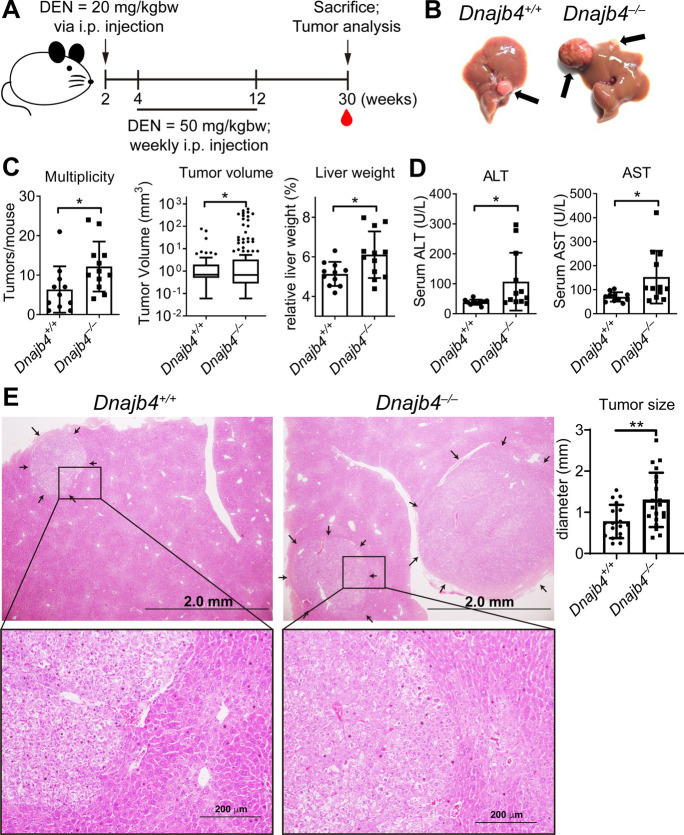
HLJ1 deletion increases tumor volume and multiplicity. **A** *Dnajb4*^+/+^ and *Dnajb4*^–/–^ mice received a single 20 mg/kg DEN injection at 2 weeks of age, followed by weekly 50 mg/kg DEN administration from 4 to 12 weeks of age. Mice were sacrificed at 30 weeks for tumor assessment. **B** Representative images of livers from male *Dnajb4*^+/+^ and *Dnajb4*^–/–^ mice. Arrows indicate macroscopic tumors. **C** Quantification of tumor multiplicity (tumors per mouse), tumor volume (1/2 × length × width^2^), and relative liver weight (liver/body weight). Tumor volume is displayed as Whiskers Tukey box plots. Data represent mean ± SD from 11 ~ 12 mice per group. **D** Serum ALT and AST levels measured in 11 ~ 12 mice per group. **E** Microscopic lesions analyzed from H&E-stained liver sections. Scale bar = 2 mm. Data represents mean ± SD obtained from at least three tumors per mouse and n = 11 ~ 12 mice per group. Tumor size and volume were compared using Student’s t test. * *P* ≤ 0.05; ** *P* ≤ 0.01

### HLJ1 deficiency leads to tumor proliferation with enhanced p-STAT3 signaling in normal liver adjacent to tumor tissues

To clarify the role of HLJ1 in the liver microenvironment and characterize its spatial expression during tumor progression, we performed immunohistochemical staining on serial liver sections from *Dnajb4*^+/+^ mice (Fig. 4A). CK8/18 and GS were used as markers for proliferation in basophilic foci and tumors and for Wnt/β-catenin signal transduction activation, respectively (Buechel et al. 2021; Kakehashi et al. 2010). Interestingly, HLJ1 expression was enriched in and colocalized with tumor foci compared to adjacent normal liver tissues (Fig. 4B). Quantification of HLJ1 protein levels from isolated macroscopic tumors and paired non-tumor liver tissues confirmed significantly higher HLJ1 expression in tumors than in normal liver tissues (Figs. 4C and D). In addition, PCNA, a marker of cell proliferation, was also highly expressed in tumor tissues compared to adjacent normal tissues. Analysis of publicly available TCGA data showed slightly higher HLJ1 expression in human liver tumors compared to normal tissues (Fig. S5A), while HLJ1 expression levels did not differ significantly across major HCC stages (Fig. S5B). Kaplan–Meier analysis revealed a slight association between higher HLJ1 expression in tumors and poorer overall survival, while no significant correlation was found with progression-free survival (Figs. S5C and D). These findings suggest heterogeneous HLJ1 expression within tumor and normal liver tissues, indicating distinct functional roles in these regions.

**Fig. 4:**
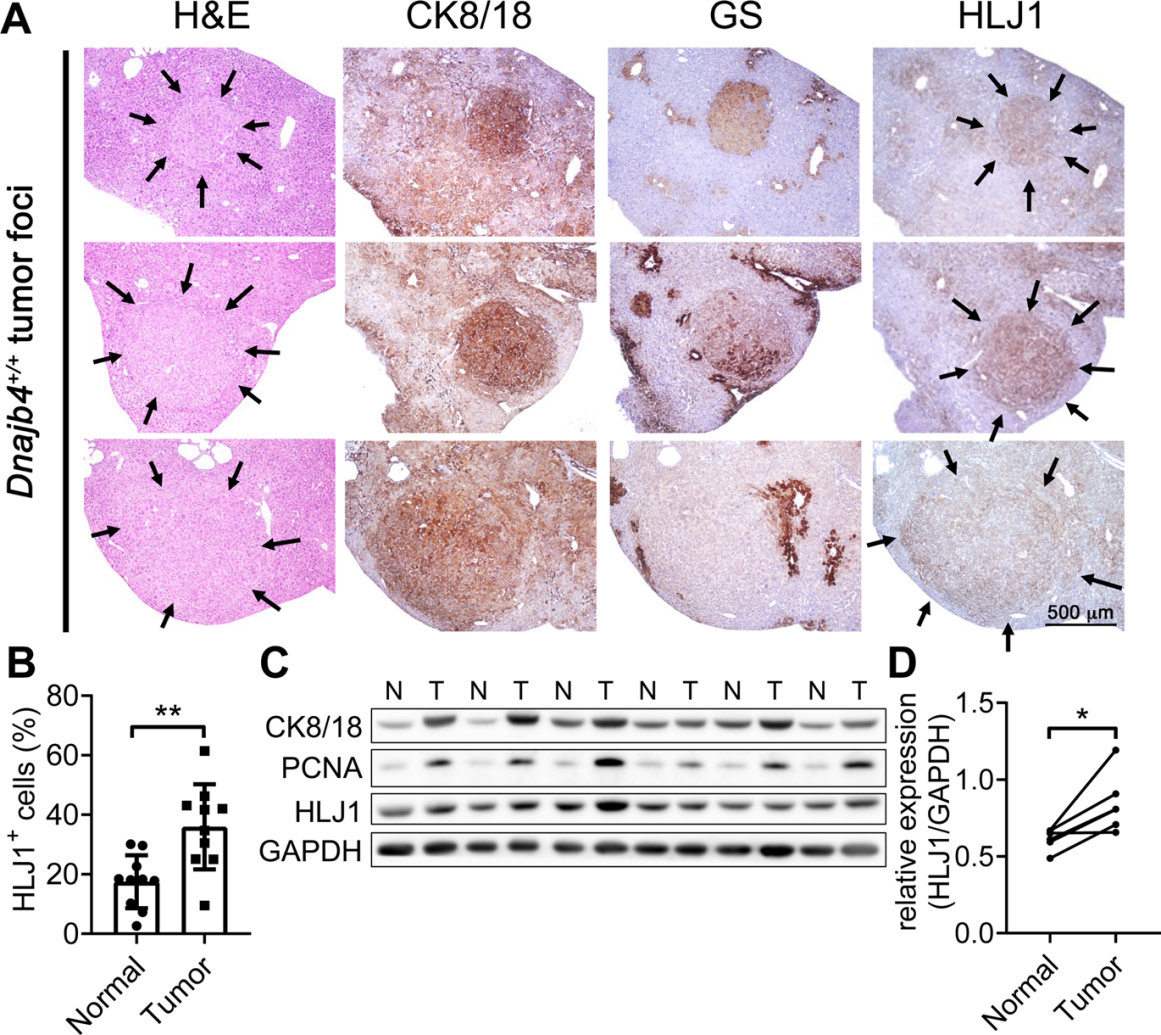
HLJ1 expression is elevated in tumors compared to adjacent normal tissues. **A** HLJ1 expression levels were assessed in the tumor and adjacent normal liver tissues from *Dnajb4*^+/+^ mice. Serial liver sections were strained with H&E and IHC for HLJ1. Cytokeratin 8/18 (CK8/18) and glutamine synthetase (GS) served as tumor markers. Arrows indicate individual microscopic tumors. Scale bar = 500 μm. **B** Quantification of HLJ1-positive cells in tumor and adjacent normal tissues. **C** Protein levels of HLJ1 were analyzed from excised macroscopic tumors and paired adjacent normal tissues. CK8/18 and PCNA were used as tumor markers, while GAPDH served as loading control. **D** Band intensities of HLJ1 were quantified, and significance was evaluated using a paired Student’s t-test. * *P* ≤ 0.05; ** *P* ≤ 0.01

Activated STAT3, AKT, and ERK are crucial for maintaining a pro-carcinogenic inflammatory microenvironment during not only initiation of malignant transformation but also cancer progression. We analyzed the expression and phosphorylation levels of these molecules in tumor and normal tissues (Fig. 5). In tumor tissues, the phosphorylation levels of STAT3, AKT, and ERK were similar between *Dnajb4*^+/+^ and *Dnajb4*^–/–^ mice, indicating universal activation of these pathways (Fig. 5A). However, tumor tissues in *Dnajb4*^–/–^ mice showed enhanced cell proliferative activity, as indicated by increased PCNA staining. In adjacent normal liver tissues, *Dnajb4*^–/–^ mice showed significantly upregulated p-STAT3 levels compared to *Dnajb4*^+/+^ mice (Fig. 5B). In contrast, the activation levels of AKT and ERK remained unchanged in normal tissues following HLJ1 deletion. Further analysis of the STAT3 signaling pathway in human normal liver tissues adjacent to tumors revealed a significant negative correlation between HLJ1 and SOCS3 expression (Fig. S6A). However, no correlation was observed between HLJ1 and upstream factors contributing to STAT3 activation, such as IL-6, LIF, ROS, and EGFR (Figs. S6B-E). These findings suggest that HLJ1 may directly impact and downregulate the STAT3/SOCS3 axis independently of upstream effectors.

**Fig. 5:**
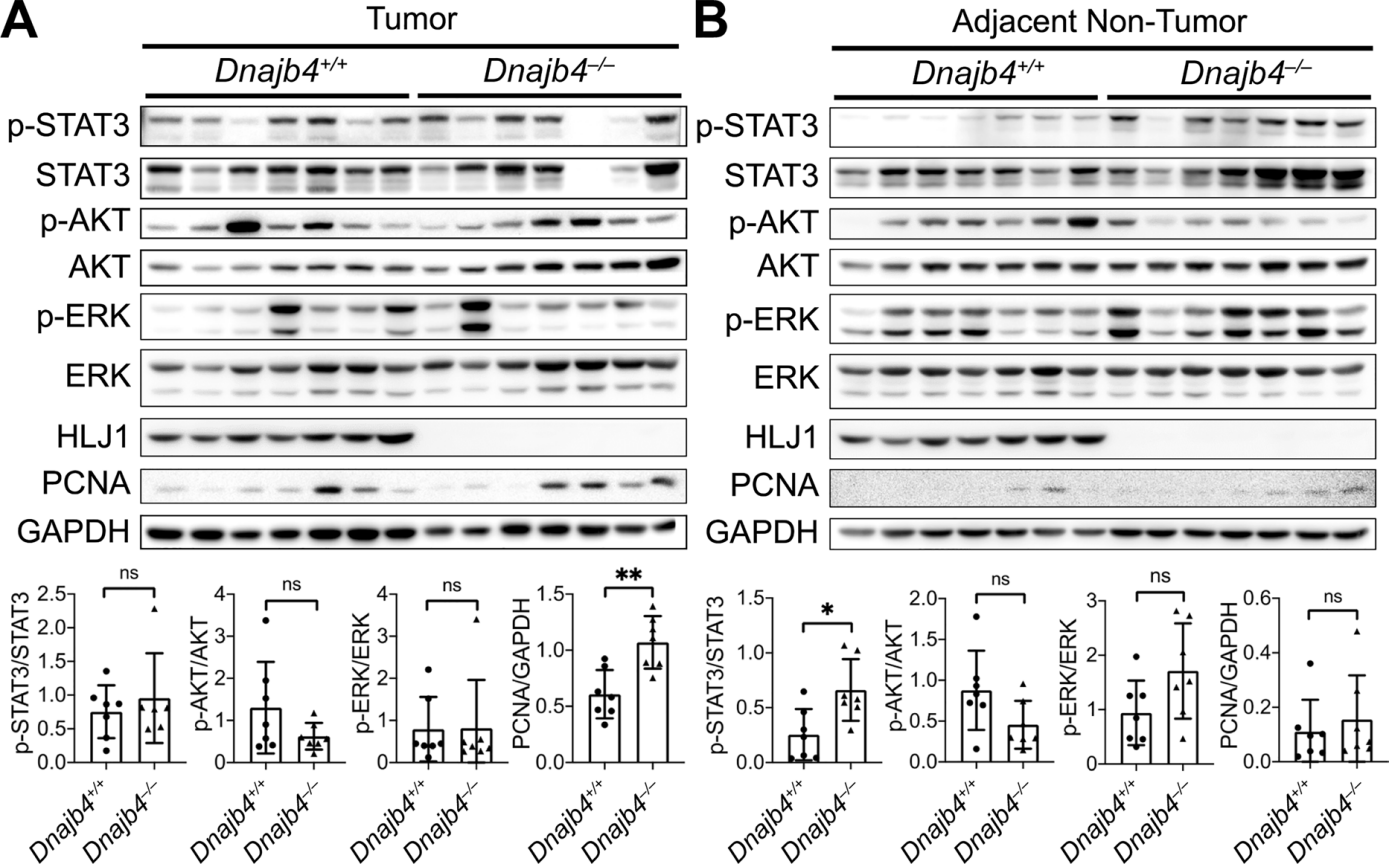
Elevated p-STAT3 levels in the adjacent non-tumor regions of *Dnajb4*^–/–^ mice. Western blot analysis of proteins extracted from paired (**A**) macroscopic tumor and (**B**) adjacent non-tumor tissues of 30-week-old DEN-treated *Dnajb4*^+/+^ and *Dnajb4*^–/–^ mice. Expression levels of HLJ1 and tumor growth-related proteins, including STAT3, AKT, ERK, and PCNA, were evaluated. GAPDH served as a loading control. Data represent the mean ± SD from n = 7 mice. * *P* ≤ 0.05; ** *P* ≤ 0.01; ns, not significant

To explore the potential broader implications of HLJ1 in liver cancer progression, we performed enrichment analysis using the top 1000 genes most similar to HLJ1 in the TCGA human liver cancer database. The gene ontology process revealed genes enriched in pathways associated with metabolism (Fig. S7A). Pathway maps and network analysis further indicated enrichment in DNA damage pathways, including intra S-phase checkpoint and double-strand break repair (Figs. S7B and C). These results demonstrate that HLJ1 deficiency in the normal tissue adjacent to tumors is associated with elevated p-STAT3 levels, potentially contributing to compensatory proliferation following DEN-induced damage. This supports the hypothesis that HLJ1 plays a suppressive role in liver carcinogenesis.

### HLJ1 deficiency in normal liver microenvironment creates a niche favorable for tumor growth

Significantly higher p-STAT3 expression levels were observed in the normal liver tissues of *Dnajb4*^*–/–*^ mice compared to *Dnajb4*^+*/*+^ mice. This raised the question of whether an HLJ1-deficient environment alone could establish a growth-advantageous niche for tumor cells. To address this, syngeneic Lewis lung carcinoma (LLC) and melanoma F1 (B16F1) cells, both of which express normal levels of HLJ1, were implanted via intrasplenic injection. This method allowed tumor cells to migrate to and reside within the liver, enabling us to evaluate tumor growth under HLJ1-deficient conditions (Fig. 6A). The results demonstrated that *Dnajb4*^*–/–*^ mice developed significantly larger macroscopic tumors than *Dnajb4*^+*/*+^ mice (Fig. 6A, upper panel). Quantification showed that the multiplicity of macroscopic LLC and B16F1 tumors in *Dnajb4*^*–/–*^ mice was significantly higher than in *Dnajb4*^+/+^ mice (Fig. 6A, lower panel). Microscopically, the size of LLC and B16F1 tumor lesions in the liver was significantly larger in *Dnajb4*^*–/–*^ mice than in *Dnajb4*^+/+^ mice (Fig. 6B). These results suggested that HLJ1 in the normal part of the liver microenvironment suppressed tumor growth and carcinogenesis.

**Fig. 6:**
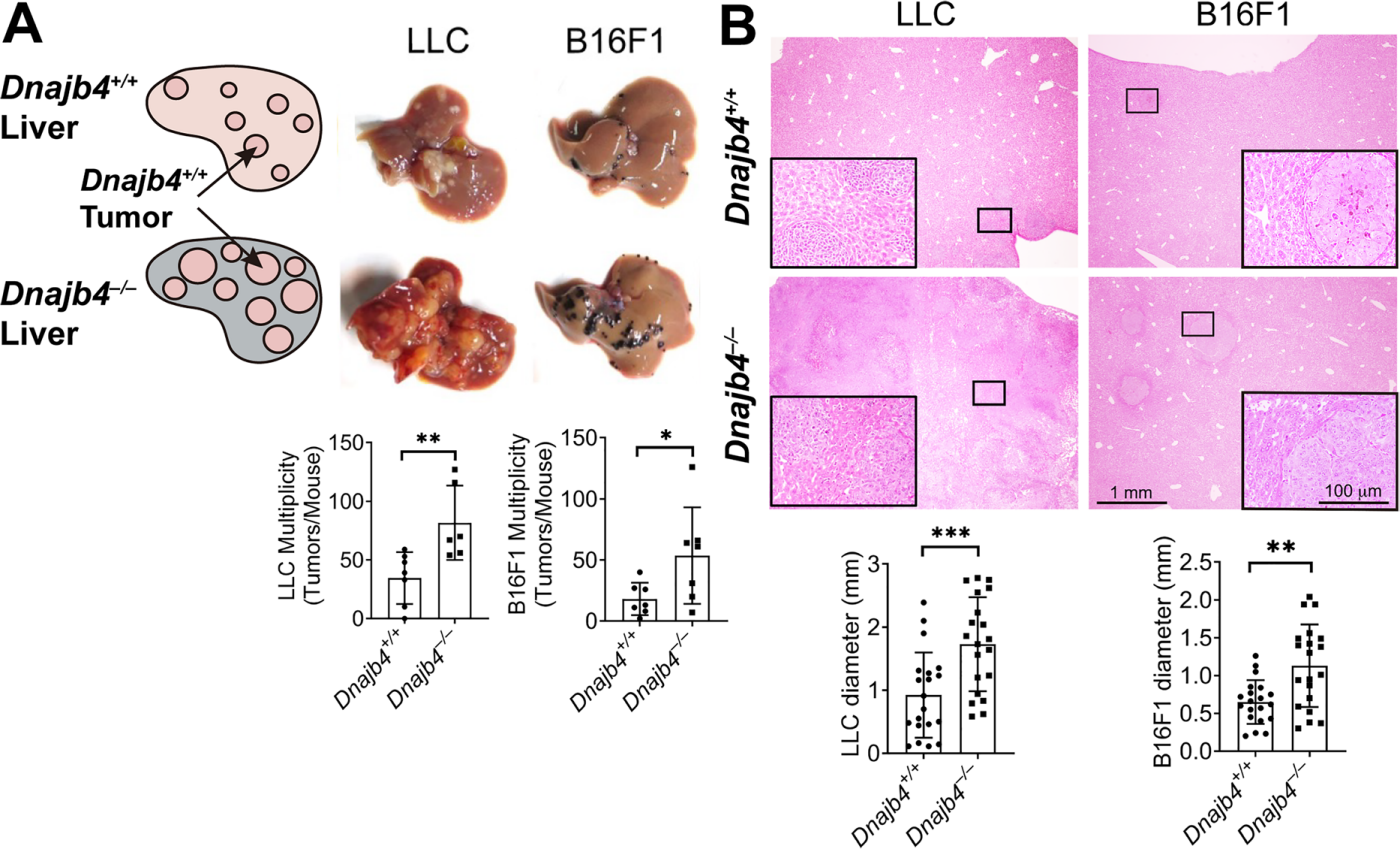
Enhanced growth of transplanted LLC and B16F1 cells in HLJ1-deficient livers. **A** *Dnajb4*^+/+^ and *Dnajb4*^–/–^ mice were intrasplenically injected with B16F1 and LLC cell lines expressing wild-type HLJ1. Macroscopic liver tumor lesions were evaluated 13 and 18 days post-transplantation. Data are presented as mean ± SD from n = 6–7 mice per group. **B** Microscopic tumor lesions were assessed from H&E-stained liver sections. Data represent mean ± SD obtained from n = 3 tumors per mouse and 6–7 mice per group. * *P* ≤ 0.05; ** *P* ≤ 0.01; *** *P* ≤ 0.001

## Discussions

Liver cancer remains a significant global health challenge with limited therapeutic options. A deeper understanding of the mechanisms underlying liver tumor initiation and progression can facilitate the development of personalized medicine strategies. Among experimental models, DEN-induced mouse liver cancer closely resembles human HCC of poor prognosis, both in global gene expression patterns and histological phenotypes (Kamino et al. 2011; Lee et al. 2004). Using cDNA microarray analysis, we demonstrated that HLJ1 deficiency alters hepatic gene signatures associated with chemical-induced liver cancer and IL-6/STAT3 signaling, and HLJ1 knockout mice showed pronounced STAT3 activation in normal liver adjacent to DEN-induced tumors. While STAT3 is recognized as a vital oncogene within liver tumors, its role in peritumoral regions has been less explored. Our results suggest that HLJ1-deficient livers provide a growth-advantageous premetastatic niche that promotes tumor progression. STAT3 in CD68^+^ myeloid cells has been identified as a potential marker for premetastatic niche detection and monitoring. The recruitment of these cells to premetastatic niches and future tumor outgrowth relies on activated SIPR1-STAT3 signaling (Deng et al. 2012; Zhang et al. 2013). STAT3 activation in hepatocytes establishes a pro-metastatic and growth-supportive niche in the liver (Lee et al. 2019). Moreover, STAT3 may promote tumor progression by modulating the immune response within tumor microenvironments through several signaling pathways, including S1PR1, JAK, and IL-6 (Wang et al. 2024; Zhong et al. 2024). These implicates that HLJ1 might suppress tumor metastasis and outgrowth by inhibiting STAT3 activation and preventing premetastatic myeloid cell colonization. Since we observed that HLJ1 expression was negatively correlated with SOCS3 but not with IL-6, LIF, ROS, or EGFR, further analysis of JAK1/2 activation could offer deeper insights into the molecular mechanisms by which HLJ1 regulates peritumoral STAT3 activation and subsequent liver cancer niche formation.

Recent studies have highlighted the important roles of HSPs in DEN-induced liver carcinogenesis (Rachidi et al. 2015; Sakurai et al. 2008), implicating HLJ1, a member of the HSP family, as a potentially indispensable factor in hepatocarcinogenesis. Of note, although HLJ1 can be upregulated in response to various environmental stresses, such as high-fat treatment or lipopolysaccharide exposure (Luo et al. 2022; Luo et al. 2018), its expression remained unchanged after short-term DEN administration (Fig. 2D). This suggests that its expression may be selectively regulated by specific stressors rather than by chemical carcinogens in the early stages of exposure. In a short-term DEN study, we found that HLJ1 mediated DEN-induced DNA damage since *Dnajb4*^–/–^ mice showed not only hepatic gene signatures related to DNA damage response but also up-regulated H2AX phosphorylation in the liver after DEN administration. Enrichment analysis of HLJ1-related genes in clinical tumor tissues suggests that HLJ1 may activate the intra-S checkpoint in response to DNA damage during the S phase, thereby protecting genomic integrity and ensuring replication fidelity. Additionally, HLJ1 may play a role in responding to double-strand breaks and regulating homologous recombination for DNA repair. A previous study has shown that HLJ1 is a caspase-3 substrate and its expression enhances UV-induced apoptosis in NSCLC (Lin et al. 2010). However, we found that HLJ1 deletion did not impact apoptosis, as indicated by similar levels of cleaved caspase-3, bax, and serum ALT in the short-term DEN study. Nevertheless, the proliferation marker was significantly upregulated in tumors following HLJ1 deletion, indicating that HLJ1 may suppress tumorigenesis by inhibiting DEN-induced compensatory proliferation rather than promoting tumor cell apoptosis.

Although the tumor-suppressive role of HLJ1 has been highlighted in several cancer types (Chen et al. 2023; Liu et al. 2014; Miao et al. 2018; Tsai et al. 2006), it may enhance tumor metastasis in HBV-induced liver cancers (Zhang et al. 2011). Importantly, these studies primarily focused on mature or late-stage tumor cells, whereas our study aimed to investigate HLJ1’s role in adjacent normal tissues, during carcinogenesis initiation, and potential cancer prevention. Regarding tumor regions, we found tumor size and number increased in HLJ1-deficient mice, consistent with its tumor-suppressive role. Although HLJ1 levels were relatively low in normal tissues (Fig. 4), it is possible that HLJ1 was induced in tumor tissues to counteract tumorigenesis-related stress. In normal tissues, lower p-STAT3 levels in *Dnajb4*^+*/*+^ mice compared to *Dnajb4*^*–/–*^ mice suggest that the absence of HLJ1 may enable sustained tumor progression. Further experiments are needed to verify these findings. In tumor tissues, pathways commonly involved in HCC carcinogenesis, such as ERK, AKT and STAT3, showed no differences following HLJ1 ablation (Fig. 5A). Previous studies have linked HLJ1 to additional pathways, including Src and the IL-12/IFN-γ axis (Chen et al. 2016; Luo et al. 2022). Future research should explore whether IL-12 plays a role in exacerbating hepatocarcinogenesis in HLJ1-deficient livers via immune modulation. Although the peritumoral expression of p-STAT3 was higher in *Dnajb4*^–/–^ mice, it shows minimal differences between the tumor sections of *Dnajb4*^–/–^ and wild-type mice, suggesting another possibility that HLJ1 in the tumor regions may regulate tumor proliferation in a STAT3-independent manner.

We validate the role of HLJ1 in the peritumoral microenvironment utilizing the lung cancer cell line and melanoma cell line in syngeneic C57BL6 mice. Both tumor cells were derived from C57BL/6 wild-type mice, so their implantation can bypass host immune surveillance. While both cell lines are widely used in allogeneic cancer implantation models, we acknowledge that an orthotopic injection using a liver cancer cell line would provide more direct support for our findings and should be considered in future studies. Despite the multiple experimental models employed, certain limitations must be acknowledged. Although hepatocytes play a central role in HCC development, we cannot rule out the possibility that HLJ1 deletion exacerbated DEN-induced carcinogenesis through mechanisms beyond hepatocytes. Potential contributions from Kupffer cells, fibroblasts, oval cells, or endocrine signals warrant investigation. Future studies utilizing tissue-specific knockout models could help clarify these possibilities.

Deletion of HLJ1 in peritumoral hepatocytes prevented tumor growth inhibition and resulted in a greater tumor load. A recent study demonstrated that peritumoral activation of the Hippo pathway effectors YAP and TAZ suppresses liver cancer in mice (Moya et al. 2019). YAP/TAZ can be recruited by STAT3/JUNB, mediating downstream cellular transformation associated with poor cancer survival (He et al. 2021). STAT3-YAP/TAZ signaling also plays a critical role in endothelial cells during tumor angiogenesis (Shen et al. 2021). Studies linking STAT3 to the Hippo pathway suggest that the peritumoral STAT3 activation could be associated with Hippo pathway activation, leading to HLJ1-mediated tumor progression. Given that HLJ1 may act as a tumor suppressor by dampening tumor growth through STAT3 activation inhibition, further research is essential to elucidate the complex crosstalk between peritumoral HLJ1/STAT3 signaling and liver tumors. In conclusion, we explored the crucial role of HLJ1 in alleviating DEN-induced carcinogenesis through multiple mechanisms: DNA damage attenuation, inhibition of compensatory proliferation, and down-regulation of phosphorylated STAT3 in normal liver tissue, ultimately reducing tumor burden (Fig. 7). Given that several strategies have been developed to induce HLJ1 expression, HLJ1 targeting represents a promising molecular approach for developing anticancer strategies for human liver cancers. Future clinical studies are imperative to further clarify HLJ1 expression and the underlying key pathways in both tumor and adjacent normal tissues from HCC patients, potentially opening new avenues for therapeutic intervention.

**Fig. 7:**
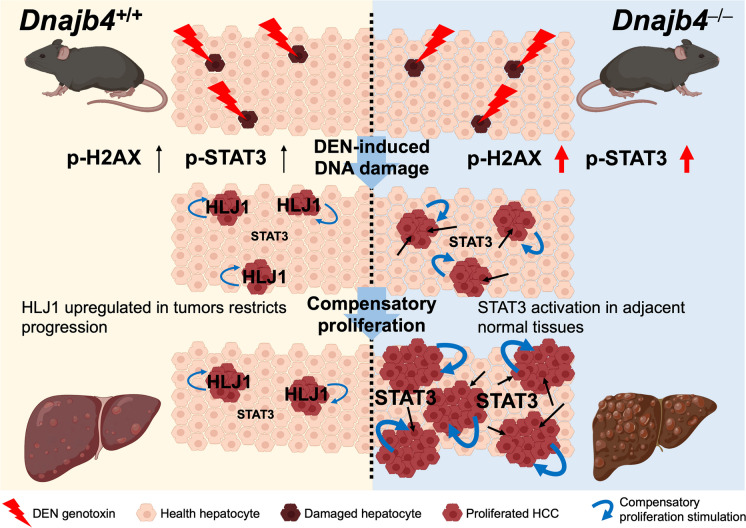
Schematic diagram illustrating enhanced hepatocarcinogenesis with abnormal STAT3 activation in adjacent normal tissues lacking HLJ1

## Materials and methods

### Animal maintenance and treatments

HLJ1 knockout (*Dnajb4*^–/–^) mice were generated and maintained as previously described (Luo et al. 2022). Mice were housed in a pathogen-free facility with filter-topped cages, maintained under a standard 12-h light–dark cycle, and provided with standard rodent chow and water ad libitum. For the short-term experiment, 6–8-week-old mice received a single intraperitoneal injection of diethylnitrosamine (DEN, sigma #N0756) at 100 mg/kg. Liver tissues were collected and analyzed at 24 and 48 h post-administration (Chen et al. 2015; Naugler et al. 2007). For the long-term hepatocarcinogenesis experiment, male wildtype (*Dnajb4*^+/+^) and *Dnajb4*^–/–^ mice received an initial intraperitoneal injection of 20 mg/kg DEN at 15 days of age, followed by weekly 50 mg/kg DEN administrations between 4 to 11 weeks of age. Animals were sacrificed at 30 weeks of age (Memon et al. 2020). In the phenobarbital (PB) carcinogen experiment, mice received a single dose of DEN at 20 mg/kg at day 15, followed by 500 ppm phenobarbital in drinking water starting at day 28 until sacrifice at 52 weeks of age. All experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC), College of Medicine, National Taiwan University (IACUC number 20180126).

Immediately following sacrifice, whole liver were excised, captured, and weighed. At least three largest visible tumors and corresponding adjacent normal tissues were snap-frozen. The smallest lobe was reserved for RNA and protein extraction. For long-term DEN study, the externally visible tumors > 1 mm were counted using stereo microscopy. Tumor incidence rate, multiplicity, and volume were evaluated as (number of tumor-bearing mice) / (number of total mice), (tumor count) / (number of tumor-bearing mice), and (1/2*length*width^2), respectively. The largest lobes were fixed in 10% formalin for 24 h, paraffin-embedded and sectioned where 4-μm thick sections were H&E stained and examined for microscopic foci.

### cDNA microarray analysis

Gene expression microarray samples were obtained from 6–8-week-old wild-type and *Dnajb4*^–/–^ mouse livers. Total RNA was extracted from homogenized liver tissues using 1 mL TRI Reagent (Sigma, #T9424). For the reverse transcription, 2 ug RNA was converted to cDNA using High-Capacity cDNA Reverse Transcription Kits (Applied Biosystems, #4,368,814). Microarray analysis was performed using the Affymetrix Mouse Genome 430 2.0 Array. Raw gene expression data were processed and analyzed using GeneSpring Software. Data normalization was conducted using the GC Robust Multi-array Average (GCRMA) method with global median centering. The mean gene expression was calculated for genes with more than 1 probe set. Enrichment analysis was performed using GSEA software while pathway analysis was conducted through the MetaCore platform. The complete microarray dataset, including both raw and processed files, has been deposited in the GEO database under the accession number GSE148204.

### Immunoblotting experiments

Liver tissue (approximately 25 mg) was homogenized in a lysis buffer composed of 0.5 mL T-PER Tissue Protein Extraction Reagent (Thermo, #78,510), 1X PhosStop (Sigma, #04906845001) phosphatase inhibitor, 1X protease inhibitor cocktail (Sigma, #SI-s8830) and beads. Tissue disruption was performed using a TissueLyser II homogenizer (QIAGEN), with two cycles of homogenization at 30 Hz for 2 min, followed by a 15-min incubation on ice. Lysed samples were then centrifuged at 10,000 g for 5 min at 4˚C to remove tissue debris. The supernatants were collected and protein concentrations were determined using Pierce BCA Protein Assay Kit (Thermo, #23,225). 40 ug protein was mixed with 4 × sample buffer and 2-mercaptoethanol (Sigma, #M3148), then denatured by heating to 95˚C for 5 min. Protein separation was performed using 10% polyacrylamide gel (SDS-PAGE) at 100 V for 2.5 h. Proteins were transferred to 0.45 μm PVDF membranes (Millipore) at 35 V for 16 h. Immunoblotting was conducted using the following primary antibodies: anti-GAPDH, β-actin, HLJ1 (all from Proteintech); p-AKT, AKT, p-ERK, ERK, p-STAT3, STAT3, PCNA, and p-H2AX (all from Cell Signaling). Protein bands were semi-quantified using ImageJ Software.

### Immunohistochemistry staining

Tissue Sects. (4 μm thick) were deparaffinized and rehydrated through a graded series of solvents, followed by washing with double-distilled water. Antigen retrieval was performed by boiling the slides in sodium citrate buffer (pH 6.0) at 95–100 °C for 10 min, after which they were allowed to cool at room temperature for 20 min. The slides were washed twice with 0.05% TBS-Tween20 for 2 min. Endogenous peroxidase activity was blocked using 3% H_2_O_2_. Slides were incubated with diluted antibodies at 4˚C overnight, washed, and incubated with Histofine Simple stain Mouse MAX PO secondary antibody (Nichirei) for 30 min at RT. Chromogenic detection was performed by adding substrate for 5–20 min at RT, followed by counterstaining with hematoxylin for 1 min. Primary antibodies: HLJ1 (Proteintech), CK8/18 (Abcam), and glutamine synthetase (Abcam).

### Intrasplenic injection for tumorigenesis

LLC and B16F1 cell lines were cultured in DMEM (Thermo Fisher Scientific) supplemented with 10% FBS (Merck Millipore), 100 units/mL penicillin, 100 µg/mL streptomycin, 0.25 µg/mL Amphotericin B (Thermo Fisher Scientific), and 2 mM L-glutamine (Thermo Fisher Scientific) at 37 °C and 5% CO_2_. Before intrasplenic injection, cancer cells were suspended in HBSS. 6–8-week-old mice were anesthetized and practiced a 1 cm laparotomy and the spleen was exposed. The spleen was tightly ligated with a 6.0 silk suture at a 2–3 mm distance from the distal end. The needle was stuck into the ligated end and 3 × 10^5^ cells/mouse were transferred. Mice were sacrificed and the pathological change of livers was analyzed 13 and 18 days after B16F1 and LLC cell transplantation, respectively.

### Clinical dataset analysis

HLJ1 expression levels between tumor and normal or between HCC stages were compared using GEPIA where 369 tumor samples and corresponding 50 adjacent normal liver tissues from the TCGA database were analyzed (Tang et al. 2017). For enrichment analysis, top 1000 genes similar to HLJ1 from GEPIA HCC database were analyzed through the MetaCore platform.

### Statistical analysis

Statistical analysis was performed using the two-tailed, non-paired Student’s t-test, assuming equal variance including tumor volume and tumor size. HLJ1 expression levels between tumor and normal parts were compared using paired Student’s t-test. The correlation between HLJ1 and studied genes was evaluated using Pearson’s correlation coefficient. Differences were considered statistically significant when *P* ≤ 0.05.

## Supplementary information

Below is the link to the electronic supplementary material.

ESM 1 (DOCX 14.7 MB)

## Data Availability

The microarray data was deposited to GEO as raw and processed files with accession number GSE148204. Other data is provided within the manuscript or supplementary information files.

# Supplementary material for: DNAJB4/HLJ1 deficiency sensitizes diethylnitrosamine-induced hepatocarcinogenesis with peritumoral STAT3 activation
**Source:** Cell Biol Toxicol. 2024 Dec 30;41(1):20. doi: 10.1007/s10565-024-09978-y
**Supplement:** Supplementary file 1

**SUPPLEMENTAL MATERIALS**

**DNAJB4/HLJ1 deficiency sensitizes diethylnitrosamine-induced hepatocarcinogenesis with peritumoral STAT3 activation**

Wei-Jia Luo^1^, Wei-Lun Hsu^1^, Chih-Yun Lu^1^, Jung-Hsuan Chang^1^, Min-Hui Chien^1^, Kang-Yi Su^1,2^*

1. **Supplementary figure**

**1.1 Additional file 1: Supplementary Fig. S1**

**1.2 Additional file 2: Supplementary Fig. S2**

**1.3 Additional file 3: Supplementary Fig. S3**

**1.4 Additional file 4: Supplementary Fig. S4**

**1.5 Additional file 5: Supplementary Fig. S5**

**1.6 Additional file 6: Supplementary Fig. S6**

**1.7 Additional file 7: Supplementary Fig. S7**

**2. Supplementary table**

**2.1 Additional file 8: Supplementary Table S1**

**2.2 Additional file 9: Supplementary Table S2**

**Supplementary Figures**
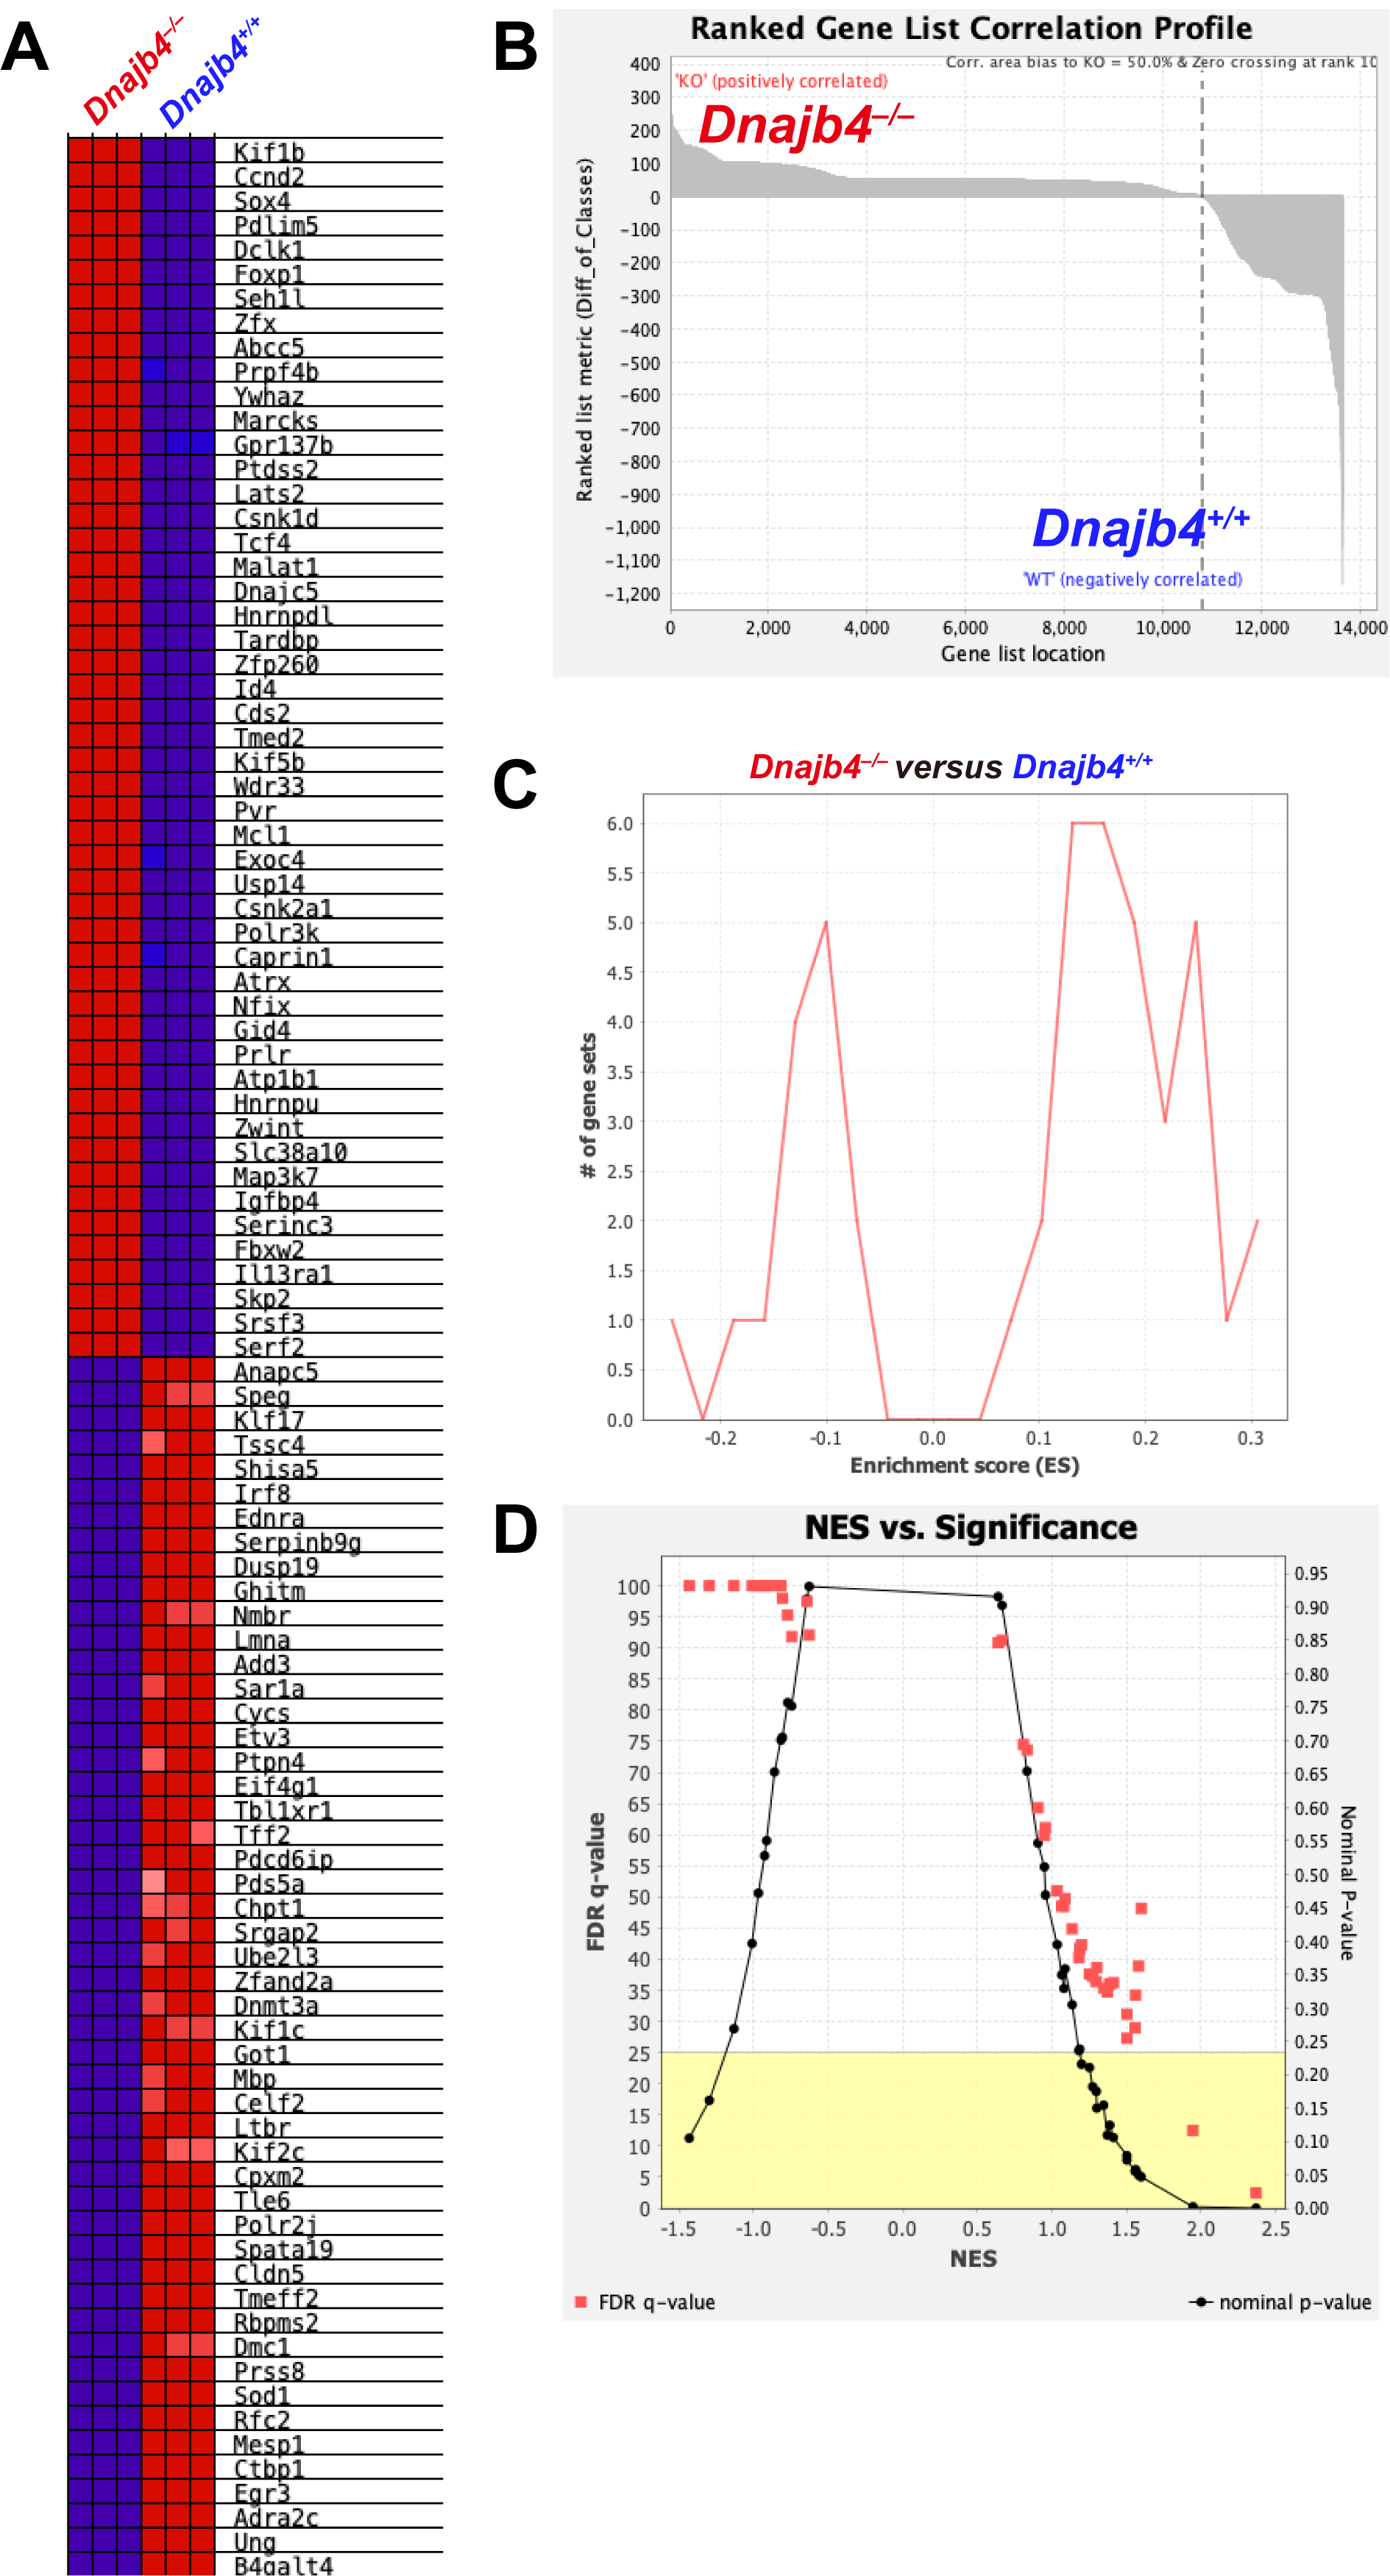

**Fig. S1. Gene set enrichment analysis discovered significantly enriched gene sets.** mRNA from the liver of *Dnajb4*^+/+^ and *Dnajb4*^–/–^ mice of age 6-8 weeks (n=3 per group) was extracted for cDNA microarray analysis and normalized intensity was used for GSEA analysis. (A) Heat map of the top 50 features for each phenotype. (B) Ranked gene list correlation profile. (C) Global enrichment histogram. (D) Plot of p-values vs. NES.

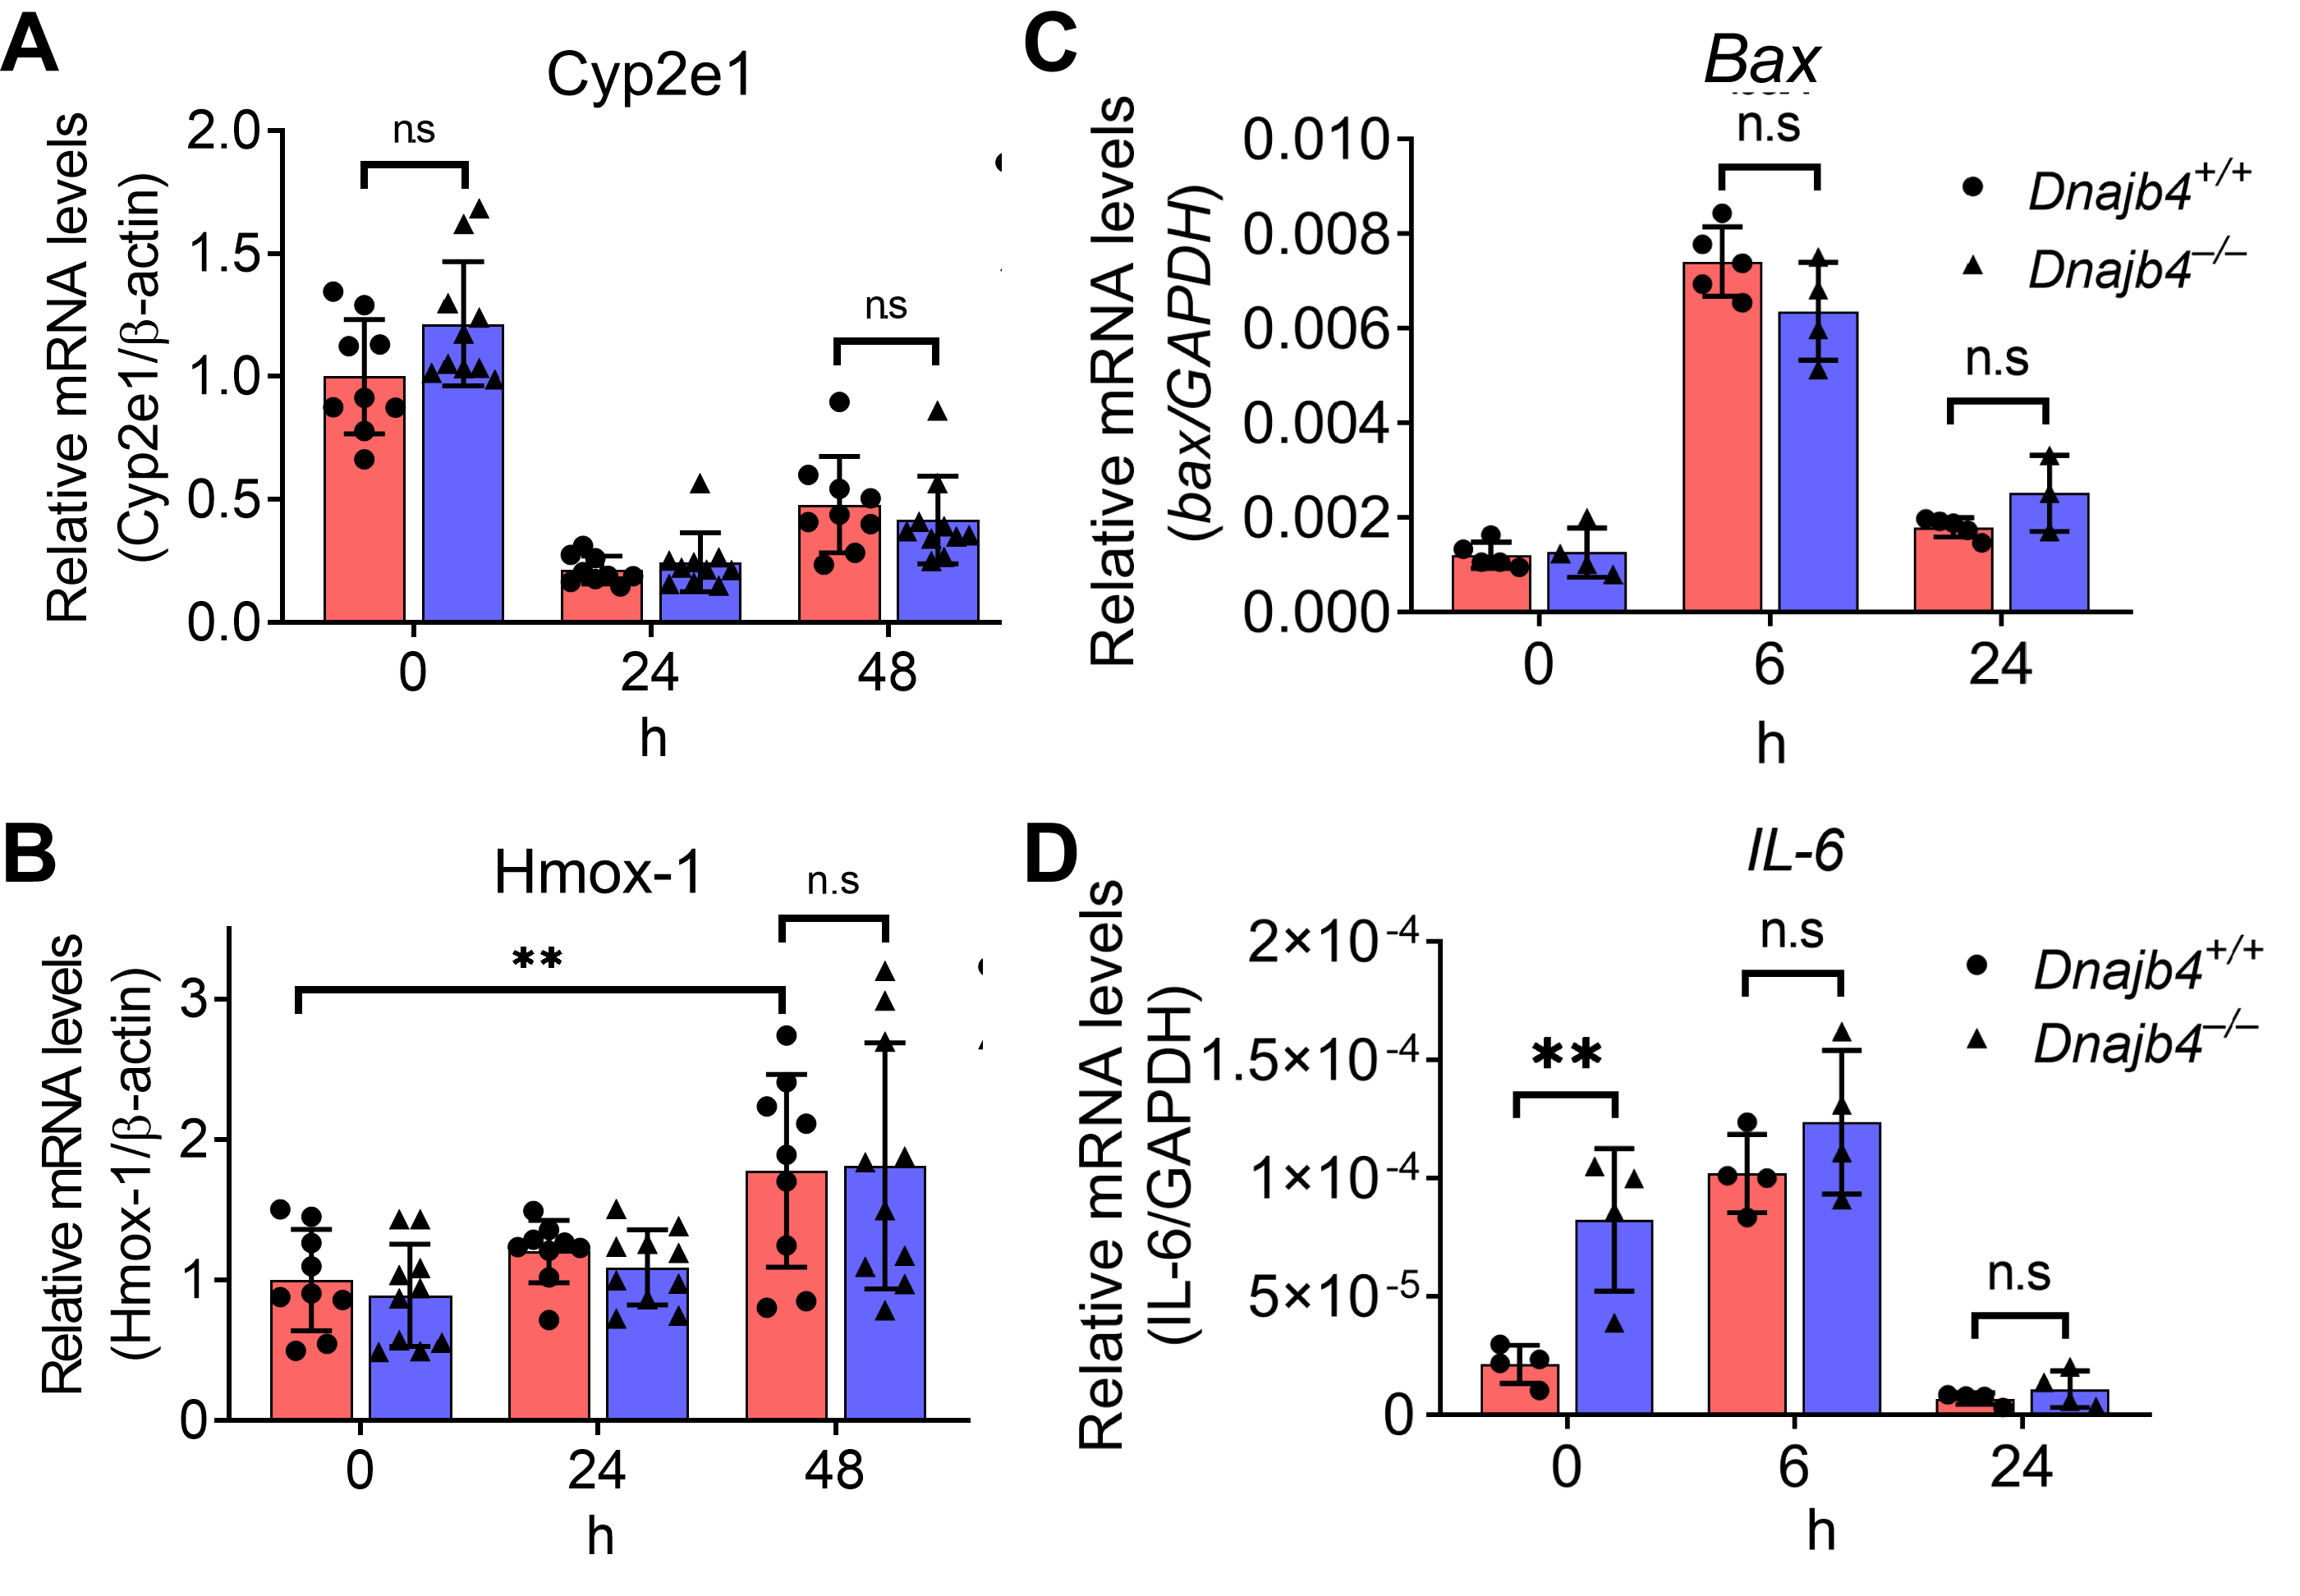

**Fig. S2. Cyp2E1, Hmox-1, Bax and IL-6 expression levels showed no difference between genotypes**. *Dnajb4*^+/+^ and *Dnajb4*^–/–^ mice were injected with a single dose of DEN (100 mg/kg) at age 6-8 weeks and sacrificed at indicated time points, and mRNA was extracted from whole liver lysate for further quantitative PCR analysis for (A) Cyp2e1, (B) Hmox-1, (C) Bax and (D) IL-6.

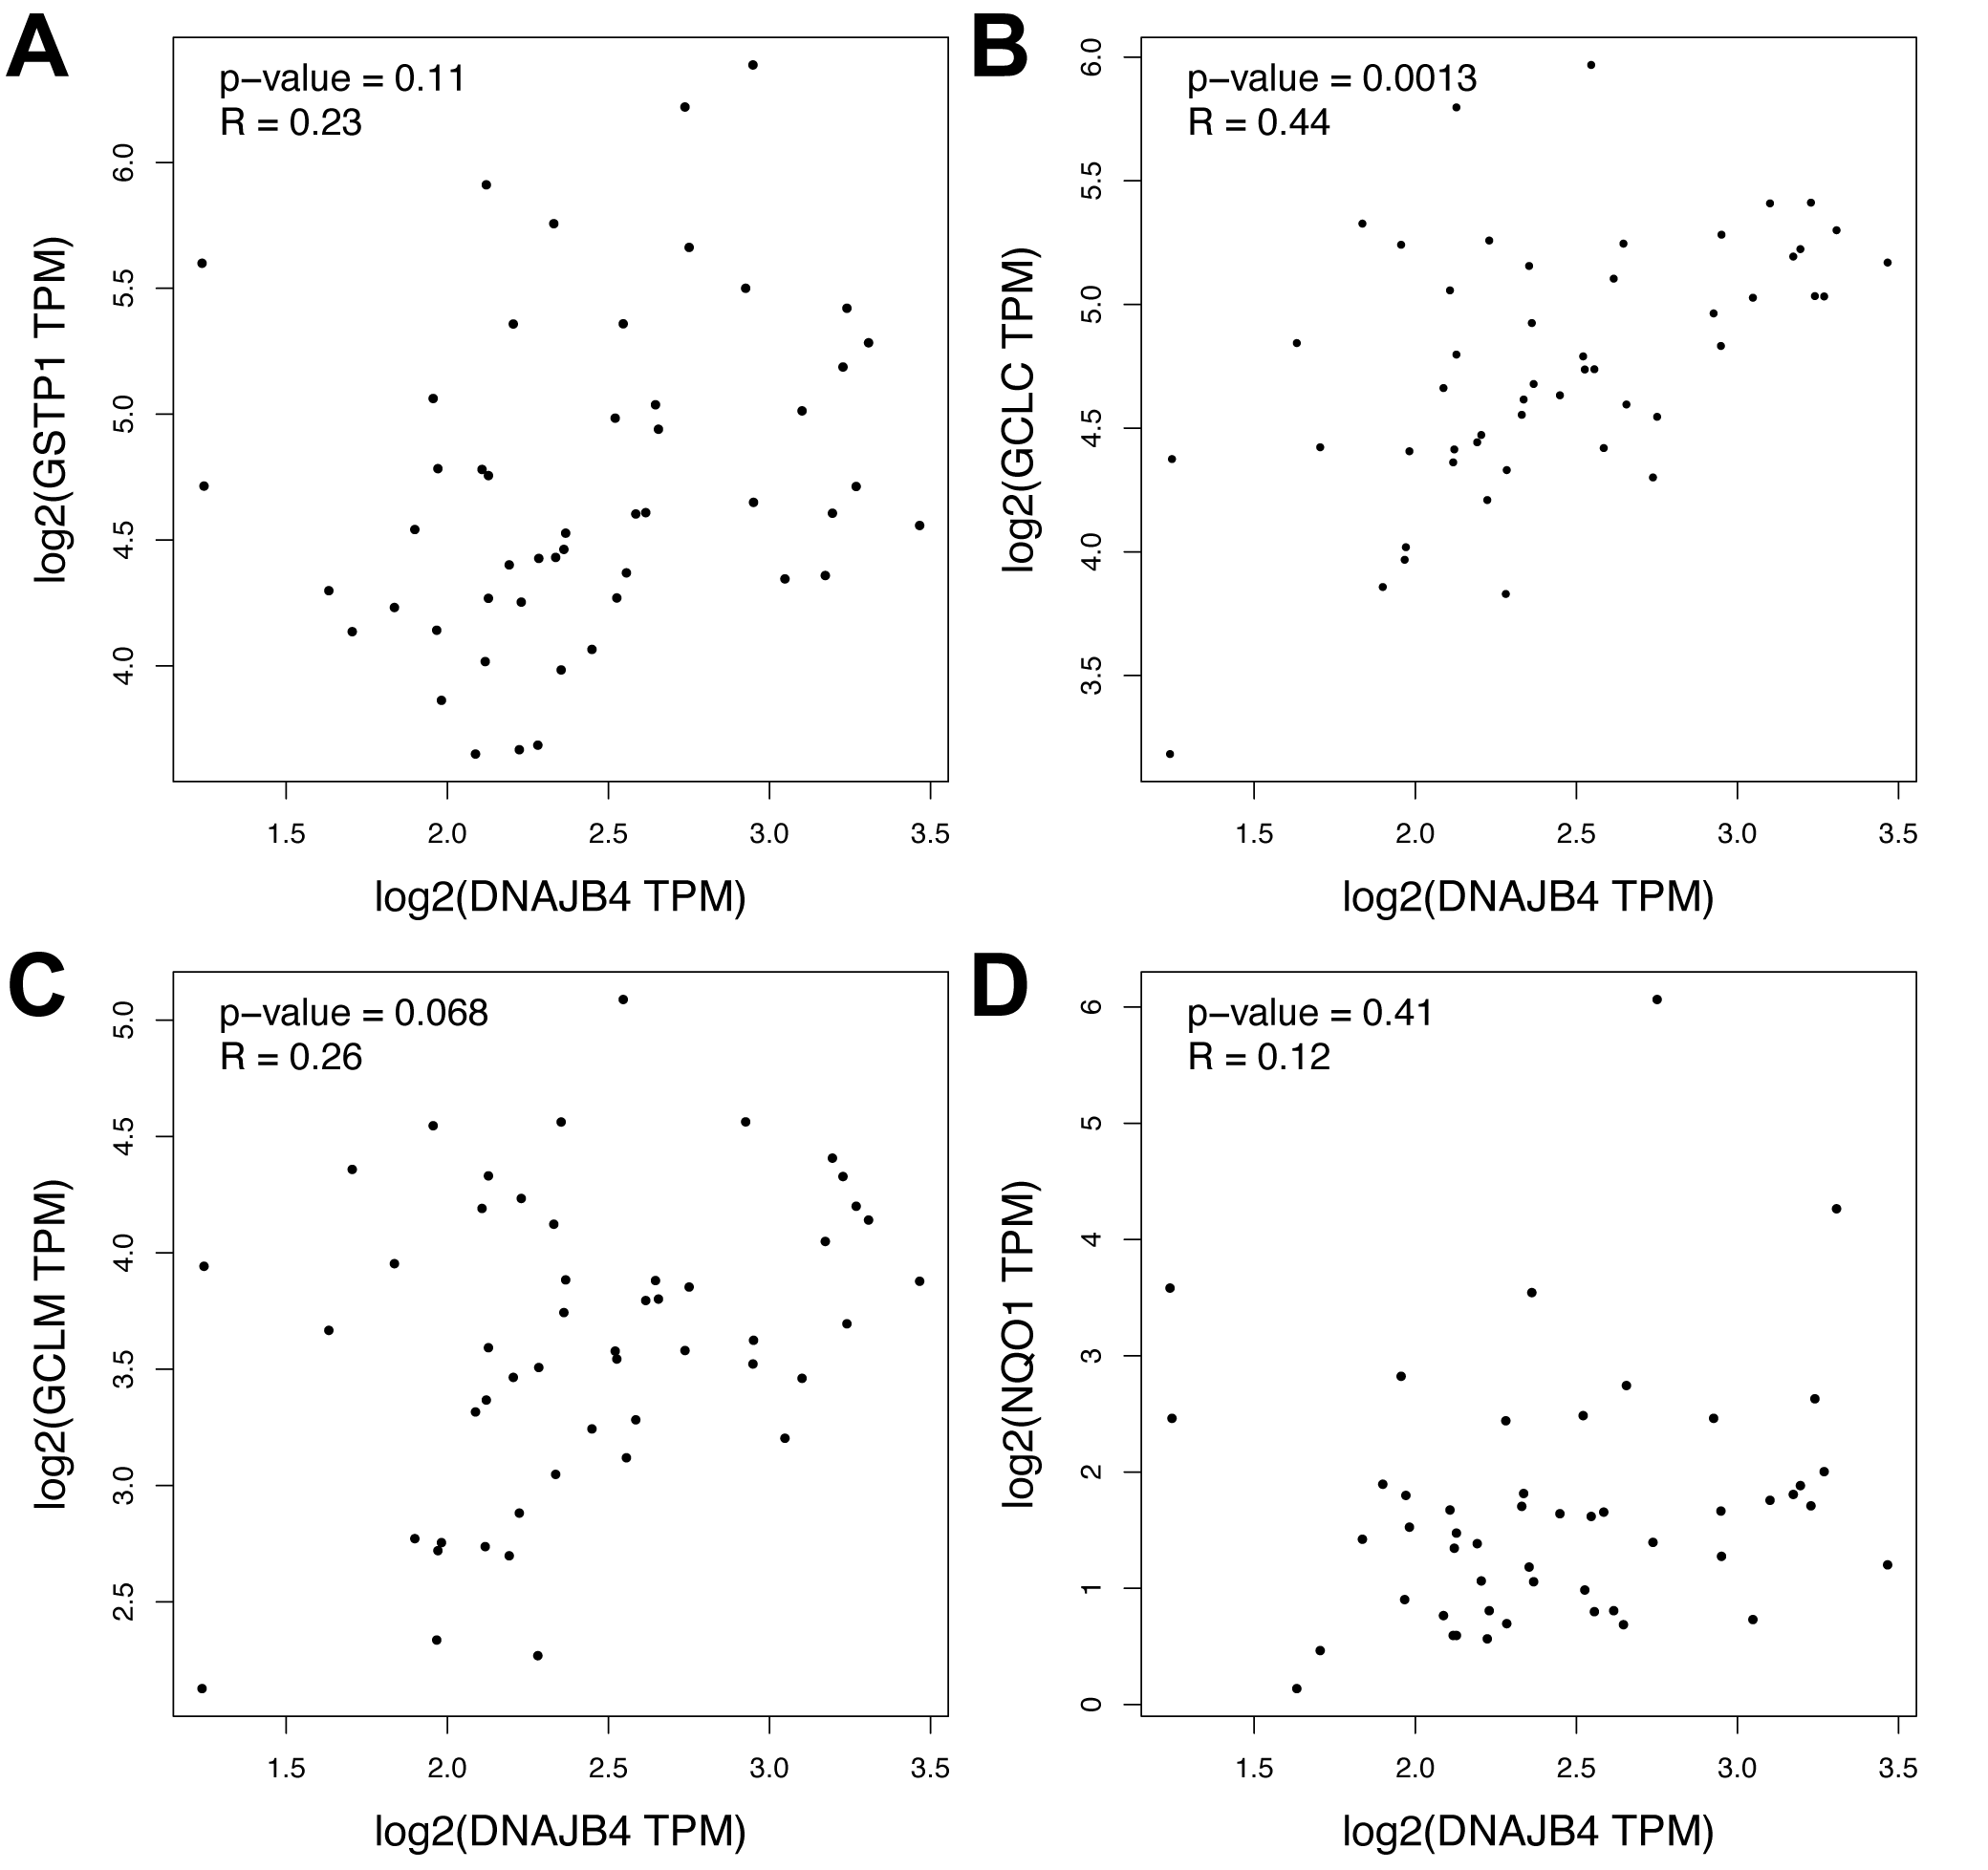
 **Fig. S3. Correlation analysis between oxidative stress markers and HLJ1.** 50 normal samples were analyzed from liver hepatocellular carcinoma TCGA database by using Pearson’s correlation analysis to measure the correlation between HLJ1/DNAJB4 and (A) GSTP, (B) GCLC, (C) GCLM, and (D) NQO1.

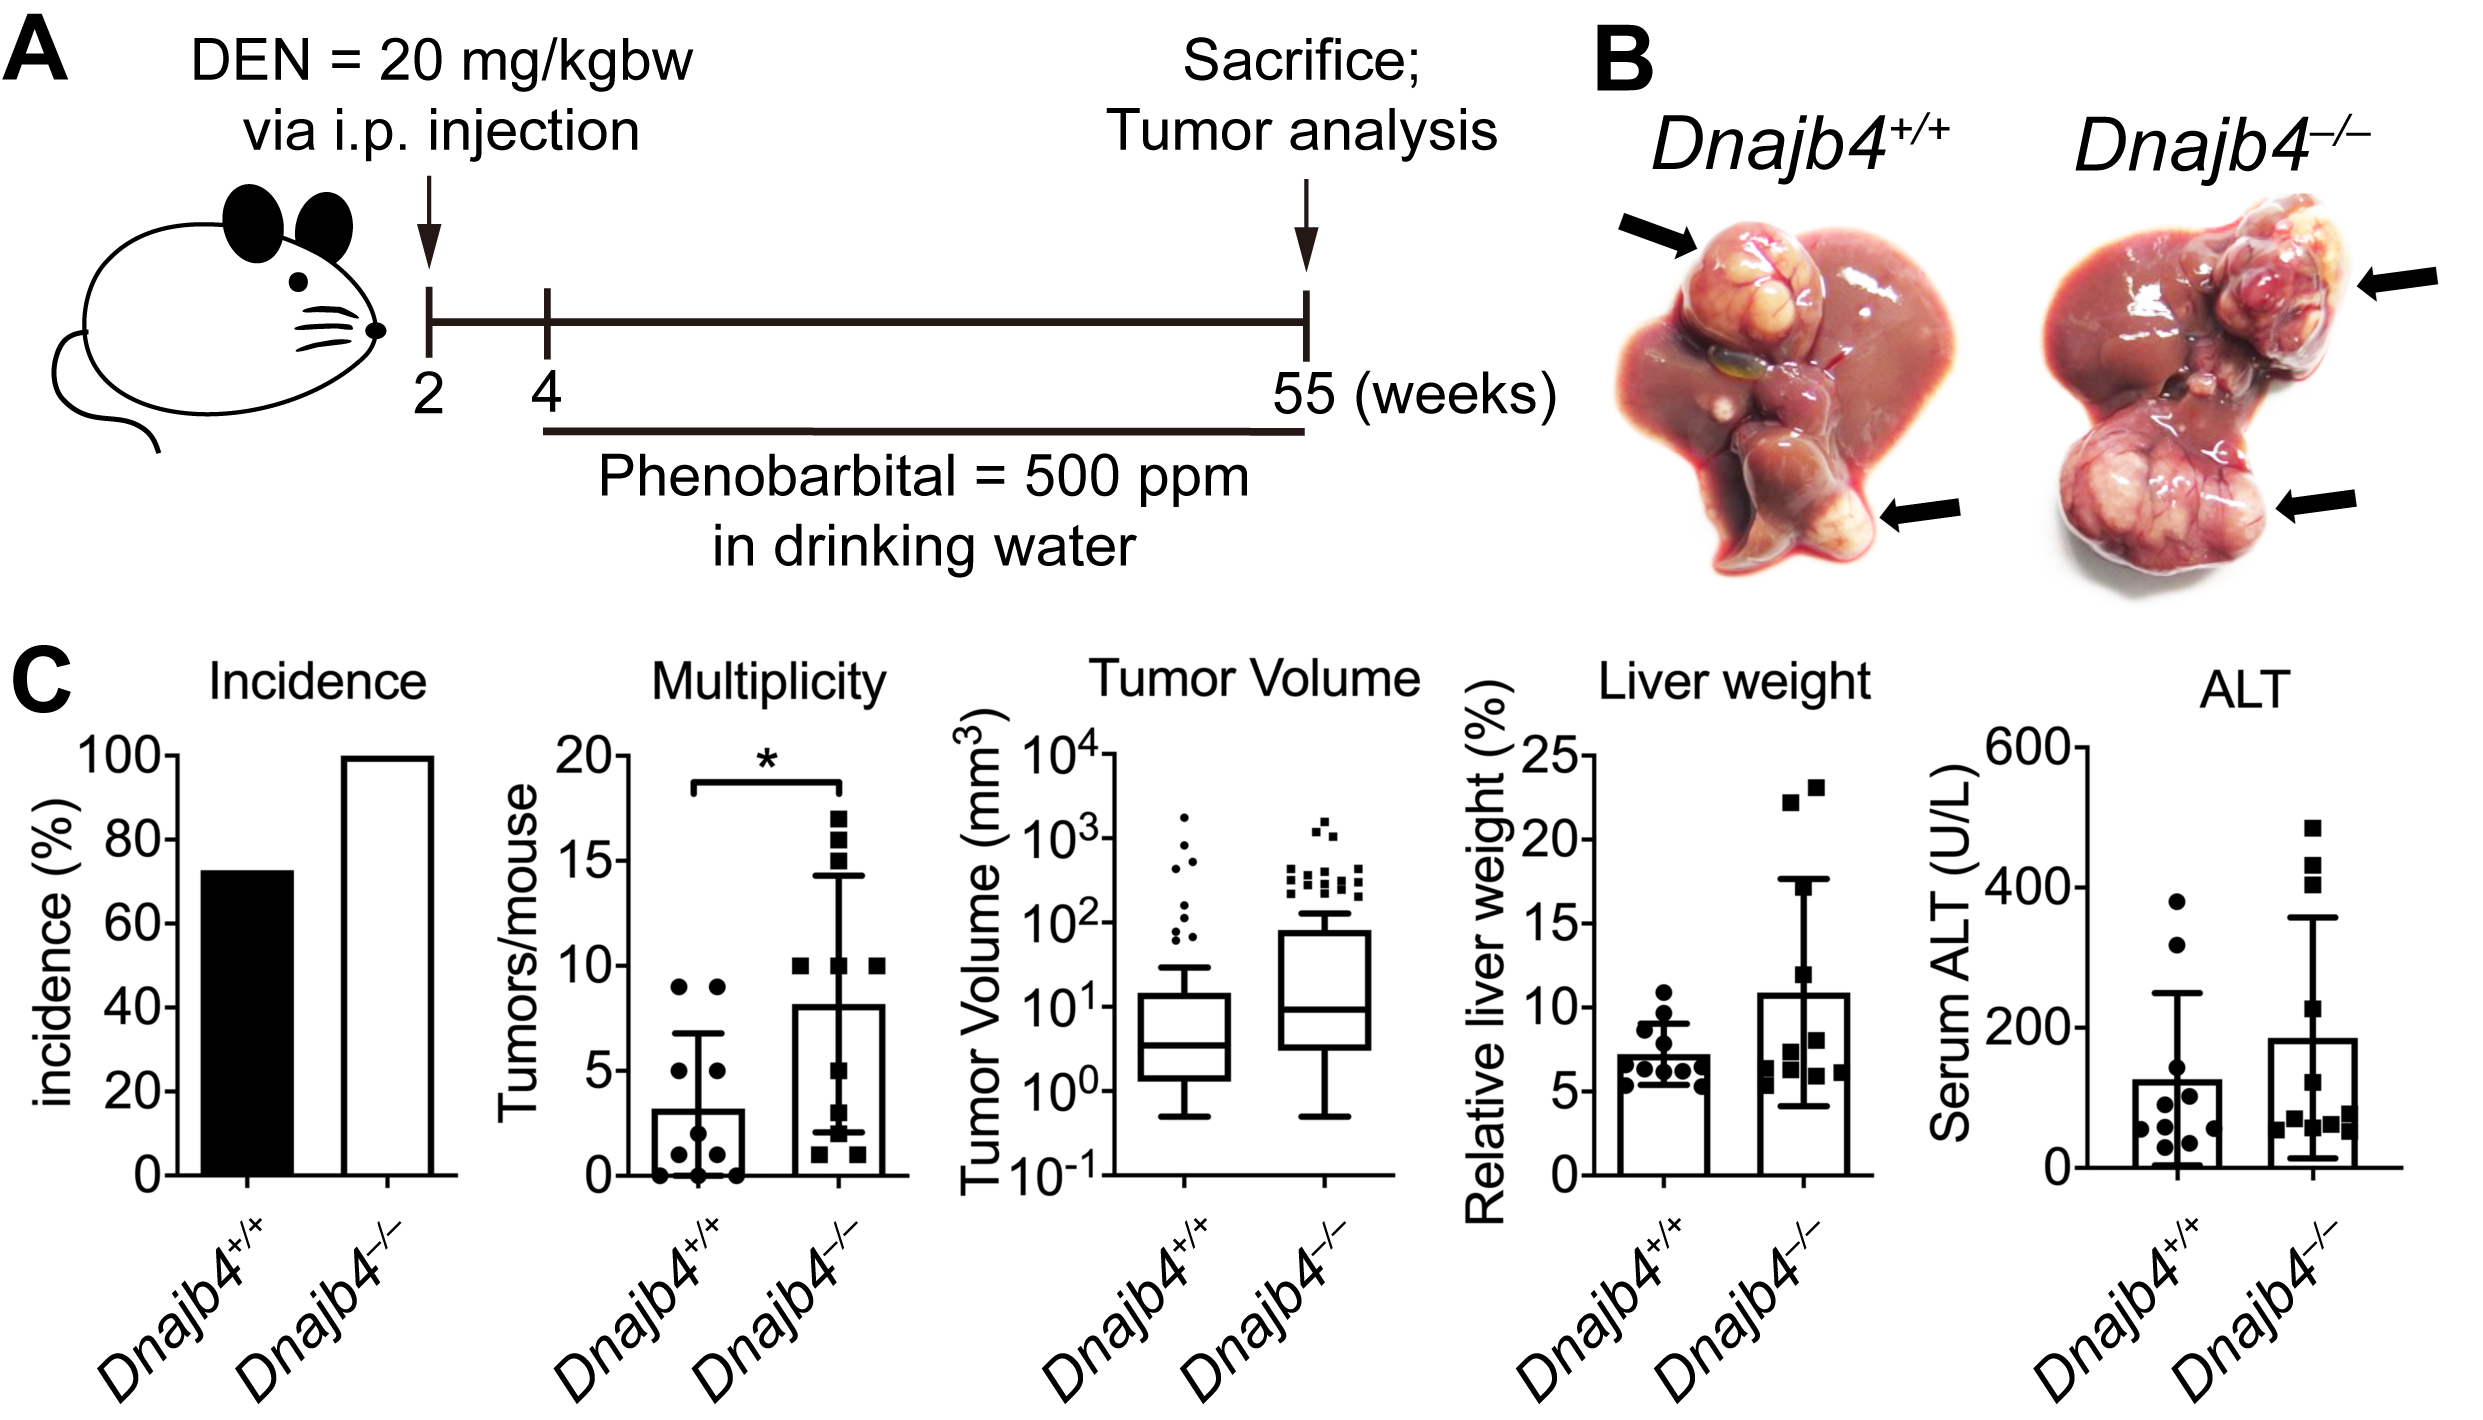

**Fig. S4. Increased HCC incidence and multiplicity in 55-week-old *Dnajb4*^–/–^ mice with DEN/PB treatment.** (A) *Dnajb4*^+/+^ and *Dnajb4*^–/–^ mice were injected 20 mg/kg DEN at age 2 weeks and fed with 500 ppm phenobarbital (PB) in drinking water ad libitum from age 4 until sacrifice at age 55 weeks for tumor evaluation. (B) Livers of the male *Dnajb4*^+/+^ and *Dnajb4*^–/–^ mice at age 55 weeks. Arrows point to single macroscopic tumors. (C) Serum ALT, AST levels, tumor multiplicity (tumors per mouse), tumor volume (1/2*length*width^2), the incidence rate of HCCs (>0.5 mm), and relative liver weight (liver/body weight) in n=10~11 male mice per group. Data are mean±SD. Tumor volumes are presented as Whiskers Tukey box plots. *p≤0.05.

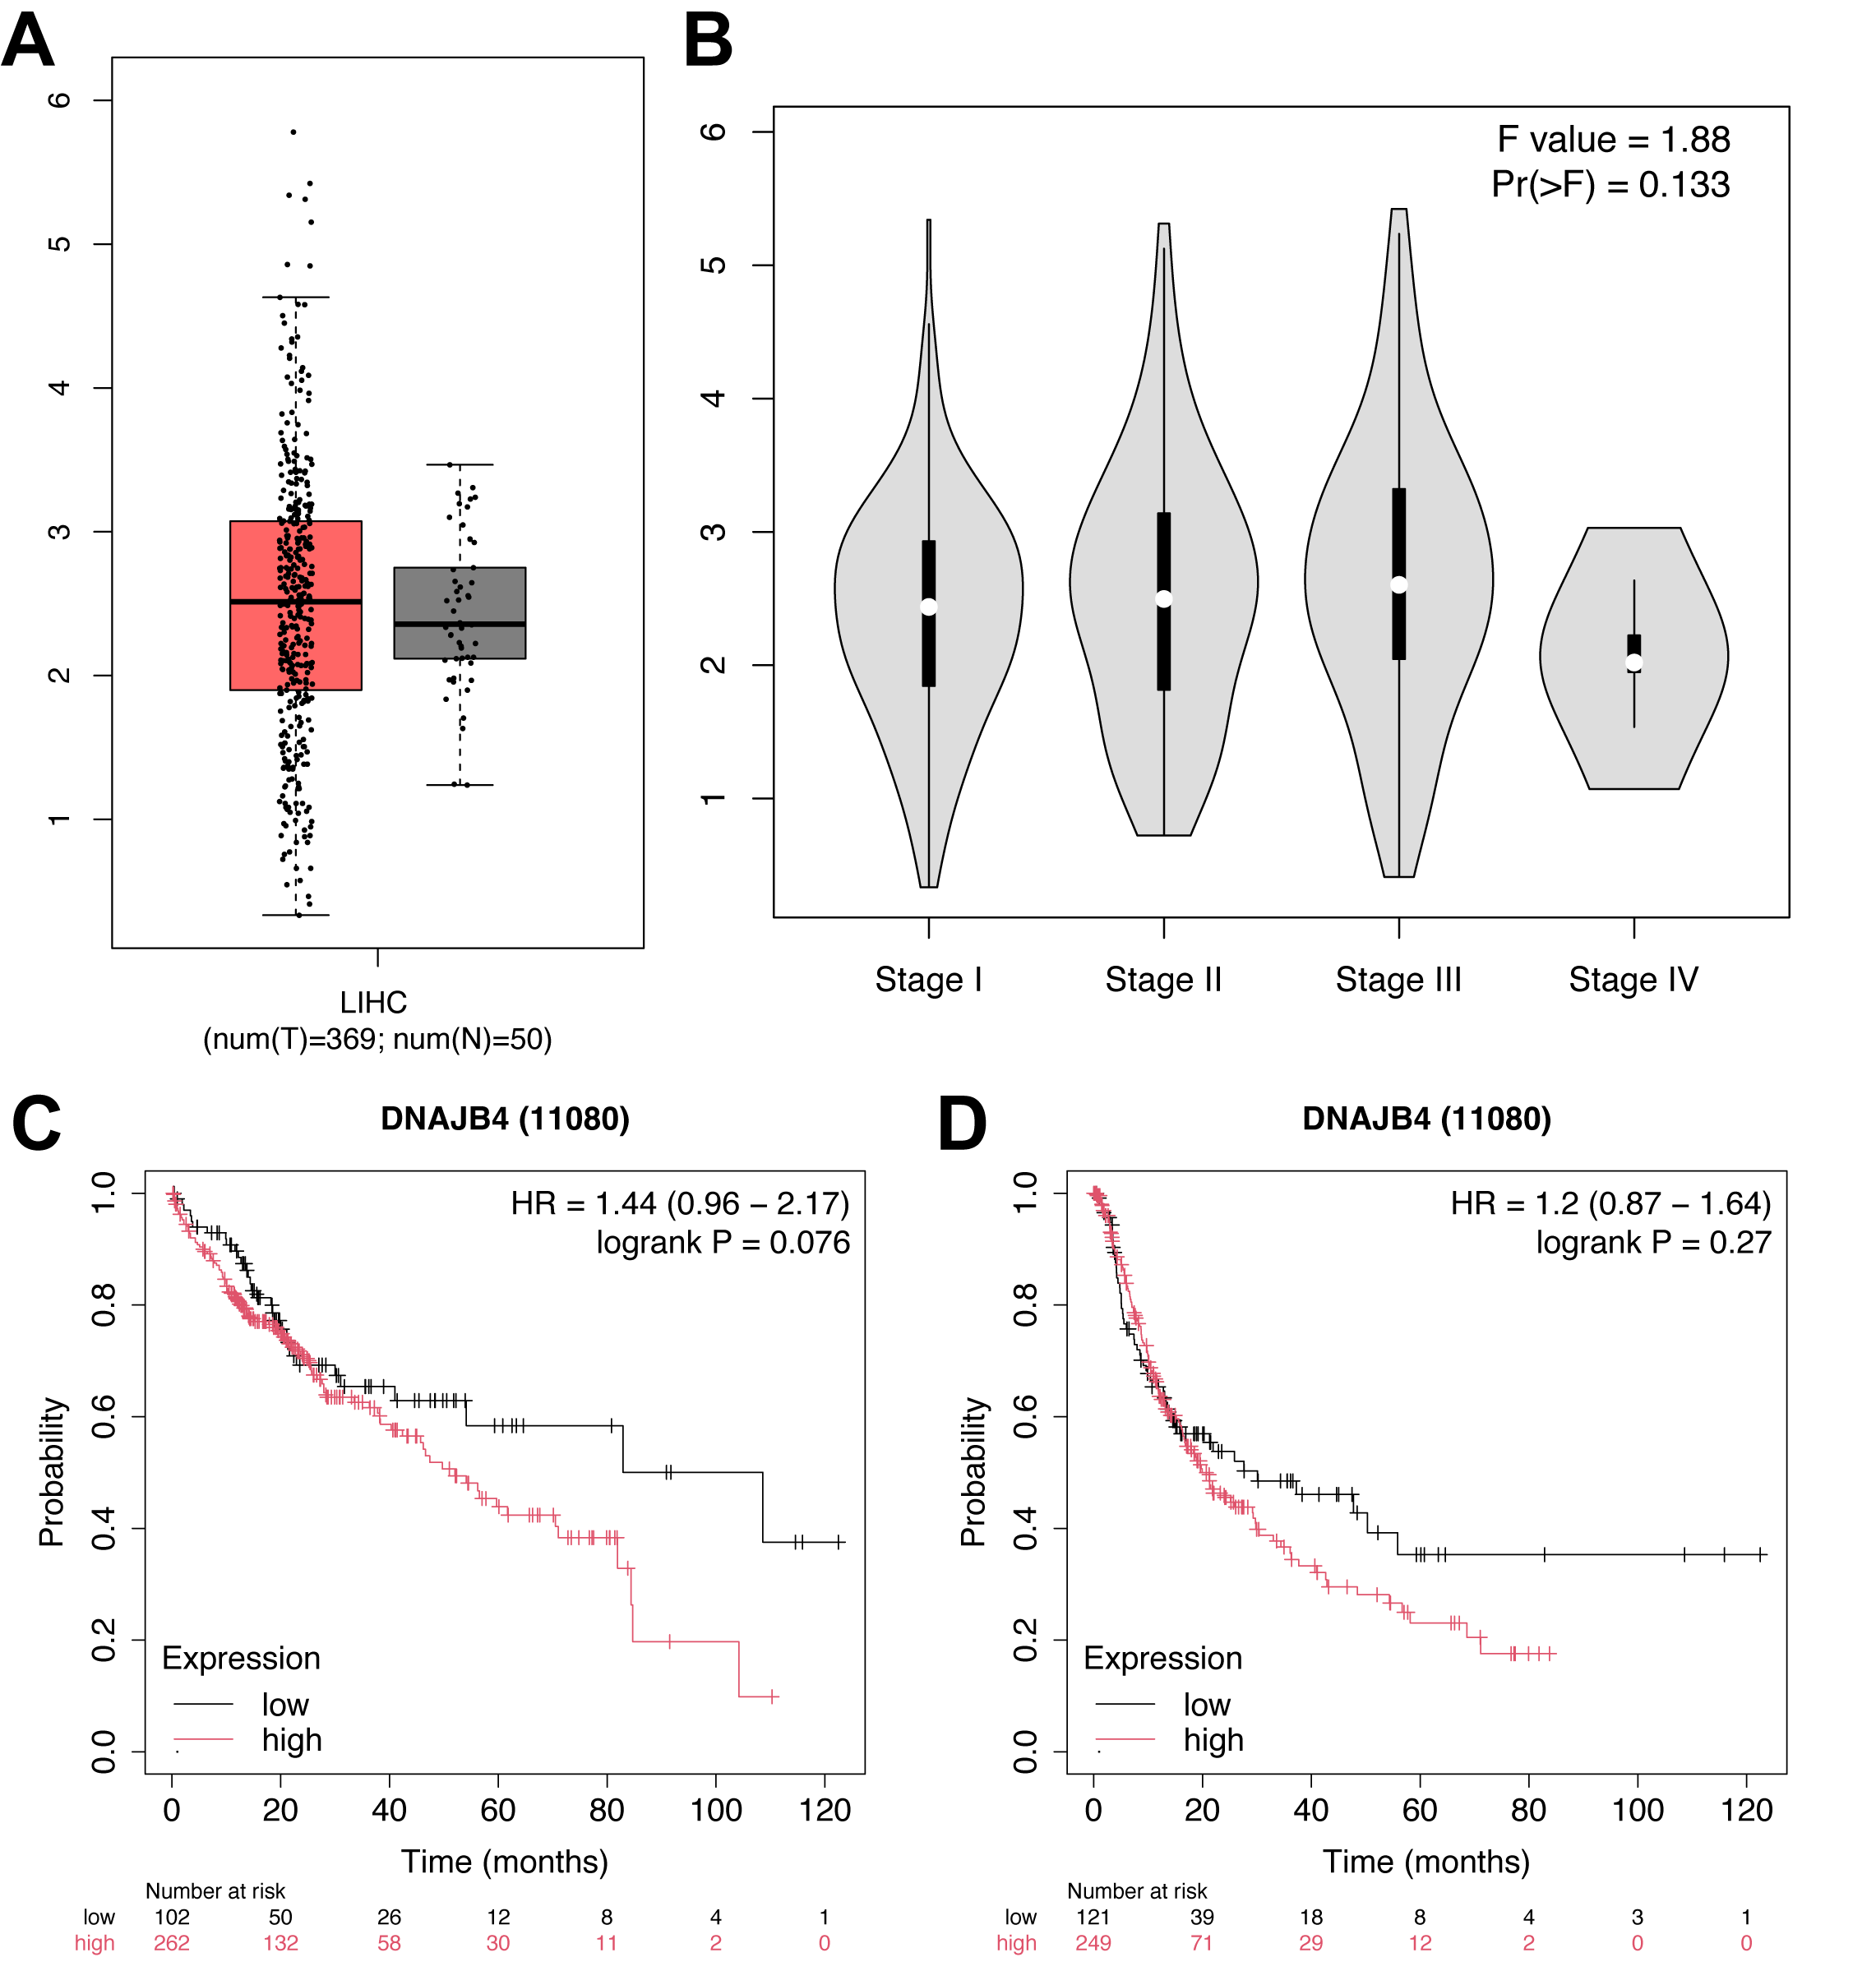

**Fig. S5. HLJ1 expression analysis from databases using clinical HCC specimens.** The TCGA database and GEPIA website were used to compare the difference in HLJ1 expression levels between (A) tumor and normal tissues or across (B) major HCC stages. The red box plot represented tumor tissues while the gray box plot represented normal tissues. Kaplan-Meier analysis was performed for the correlation between tumor DNAJB4/HLJ1 expression levels and (C) overall survival or (D) progression-free survival.

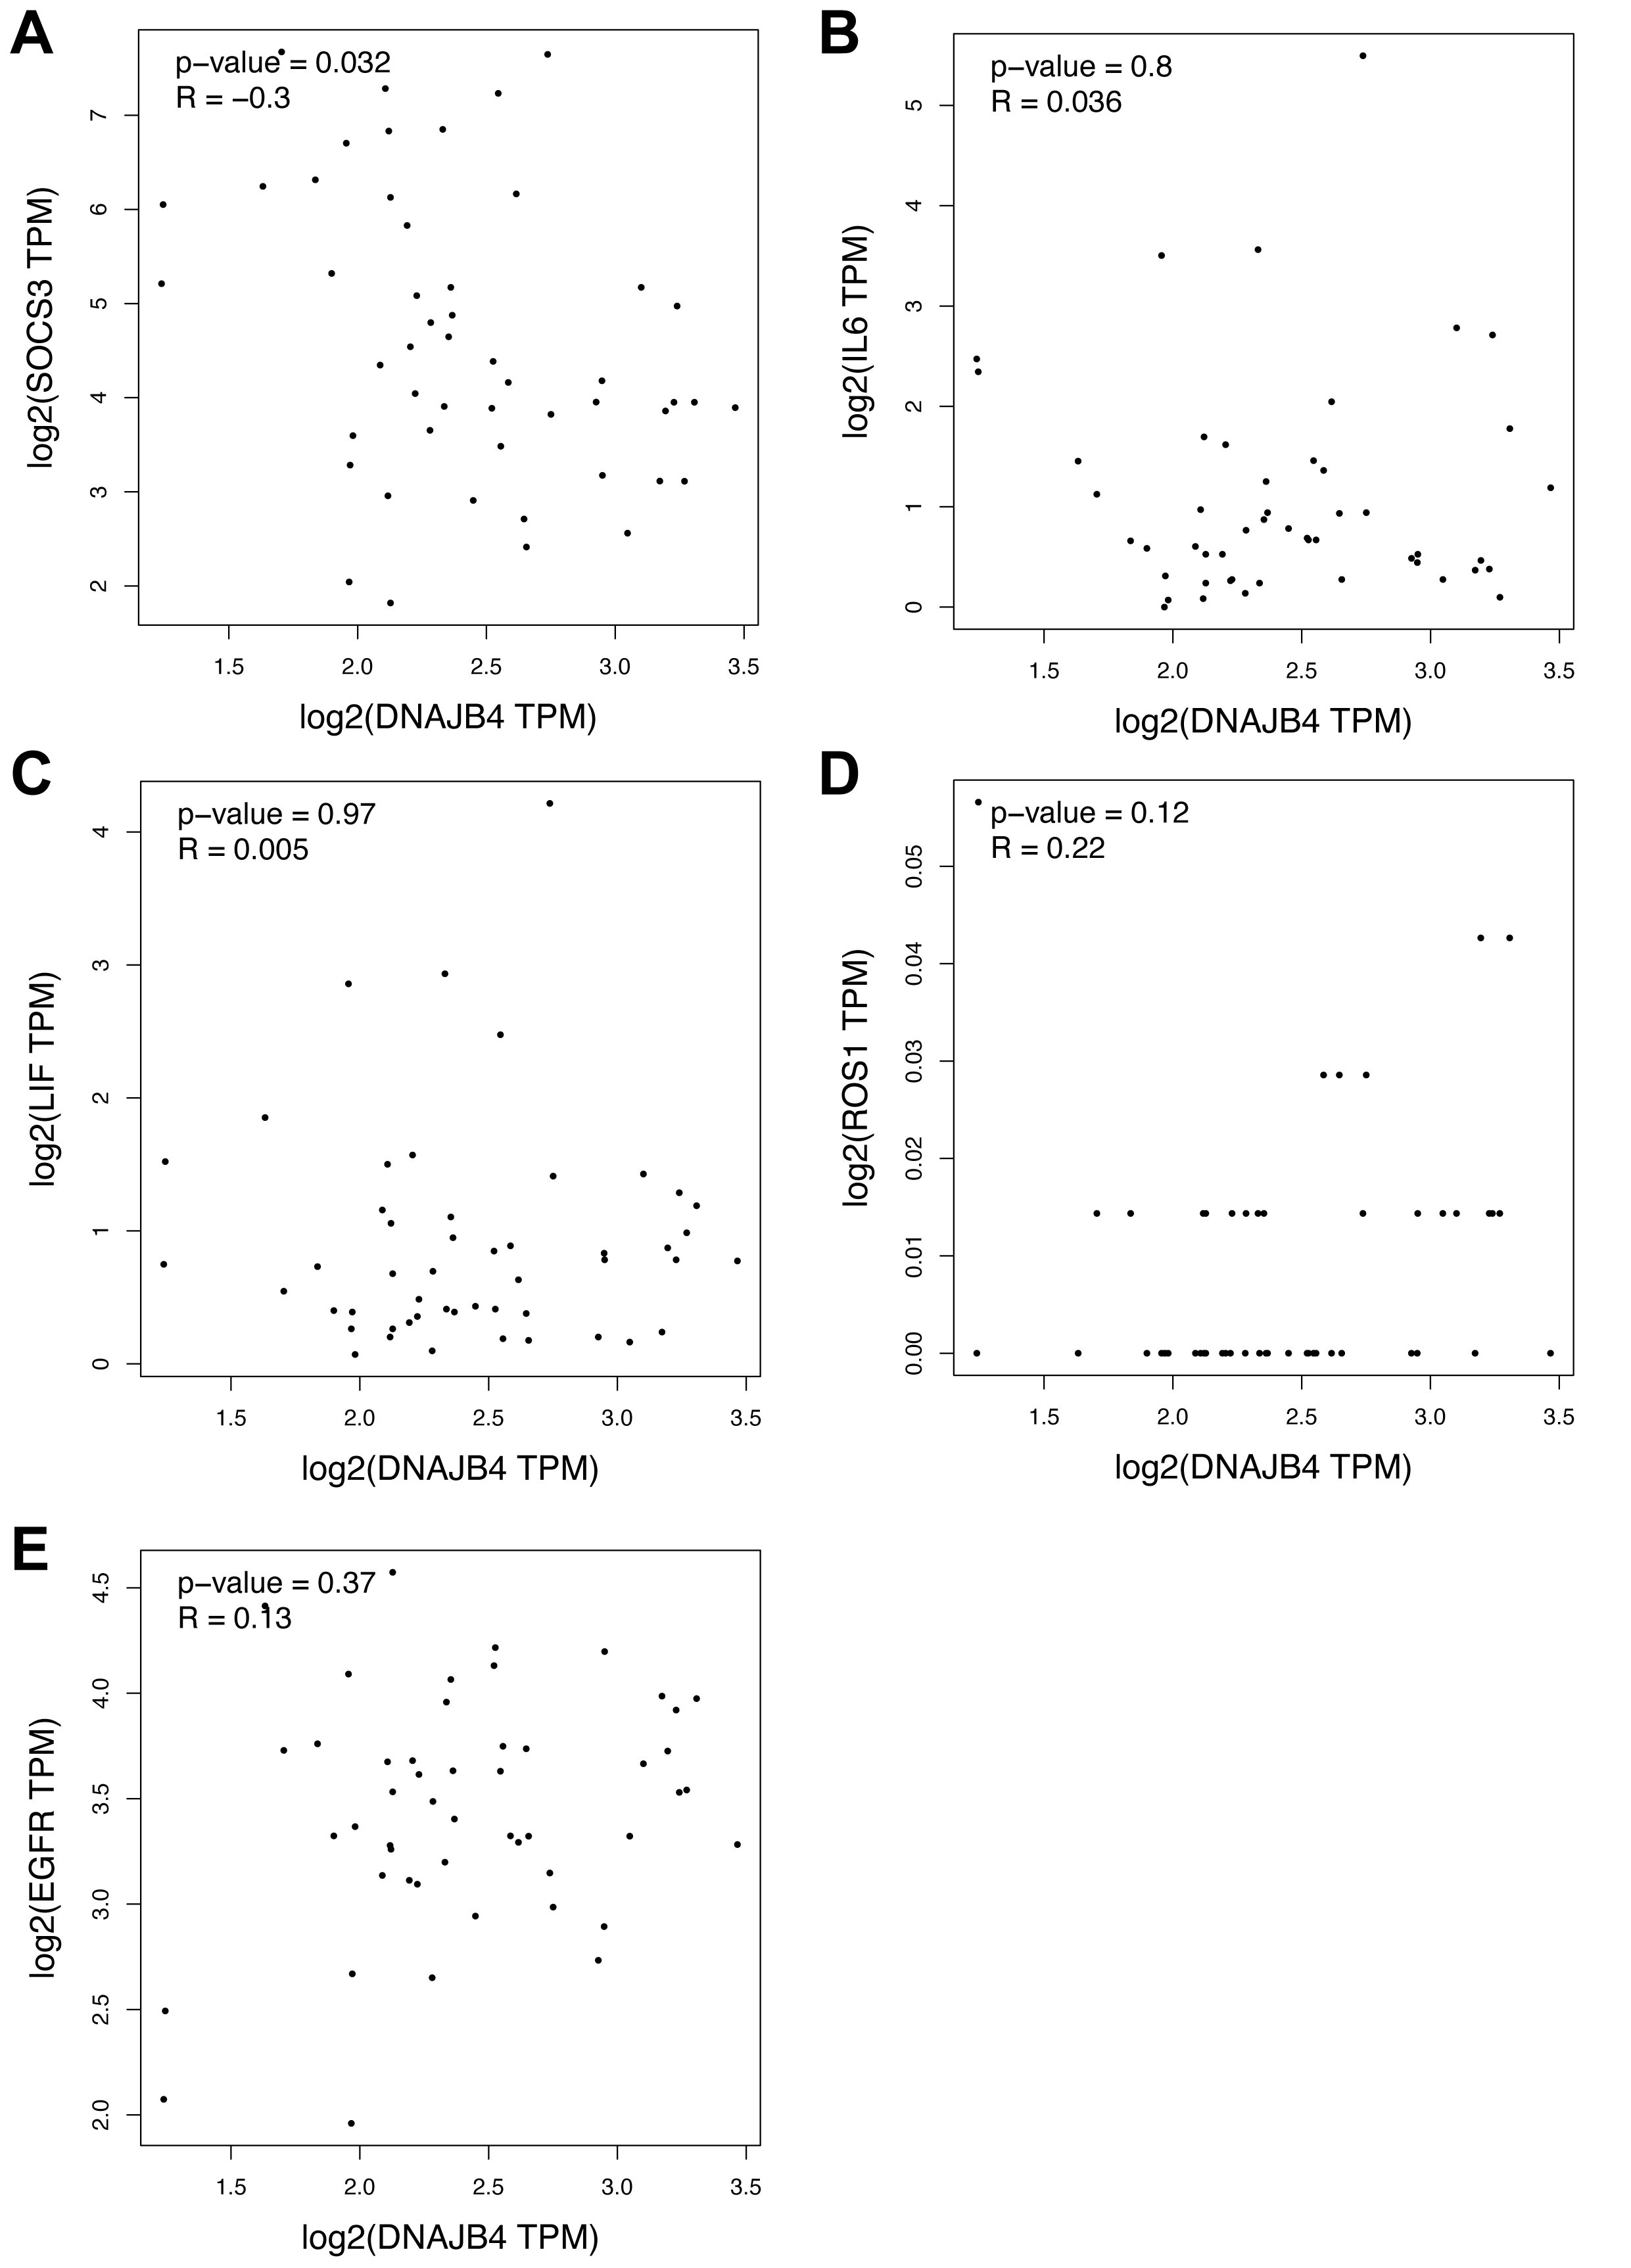

**Fig. S6. Correlation analysis between STAT3 signaling pathway and HLJ1.** 50 normal liver samples adjacent to tumors were analyzed from liver hepatocellular carcinoma TCGA database by using Pearson’s correlation analysis to measure the correlation between HLJ1/DNAJB4 and (A) SOCS3, (B) IL-6, (C) LIF, (D) ROS, and (E) NQO1.

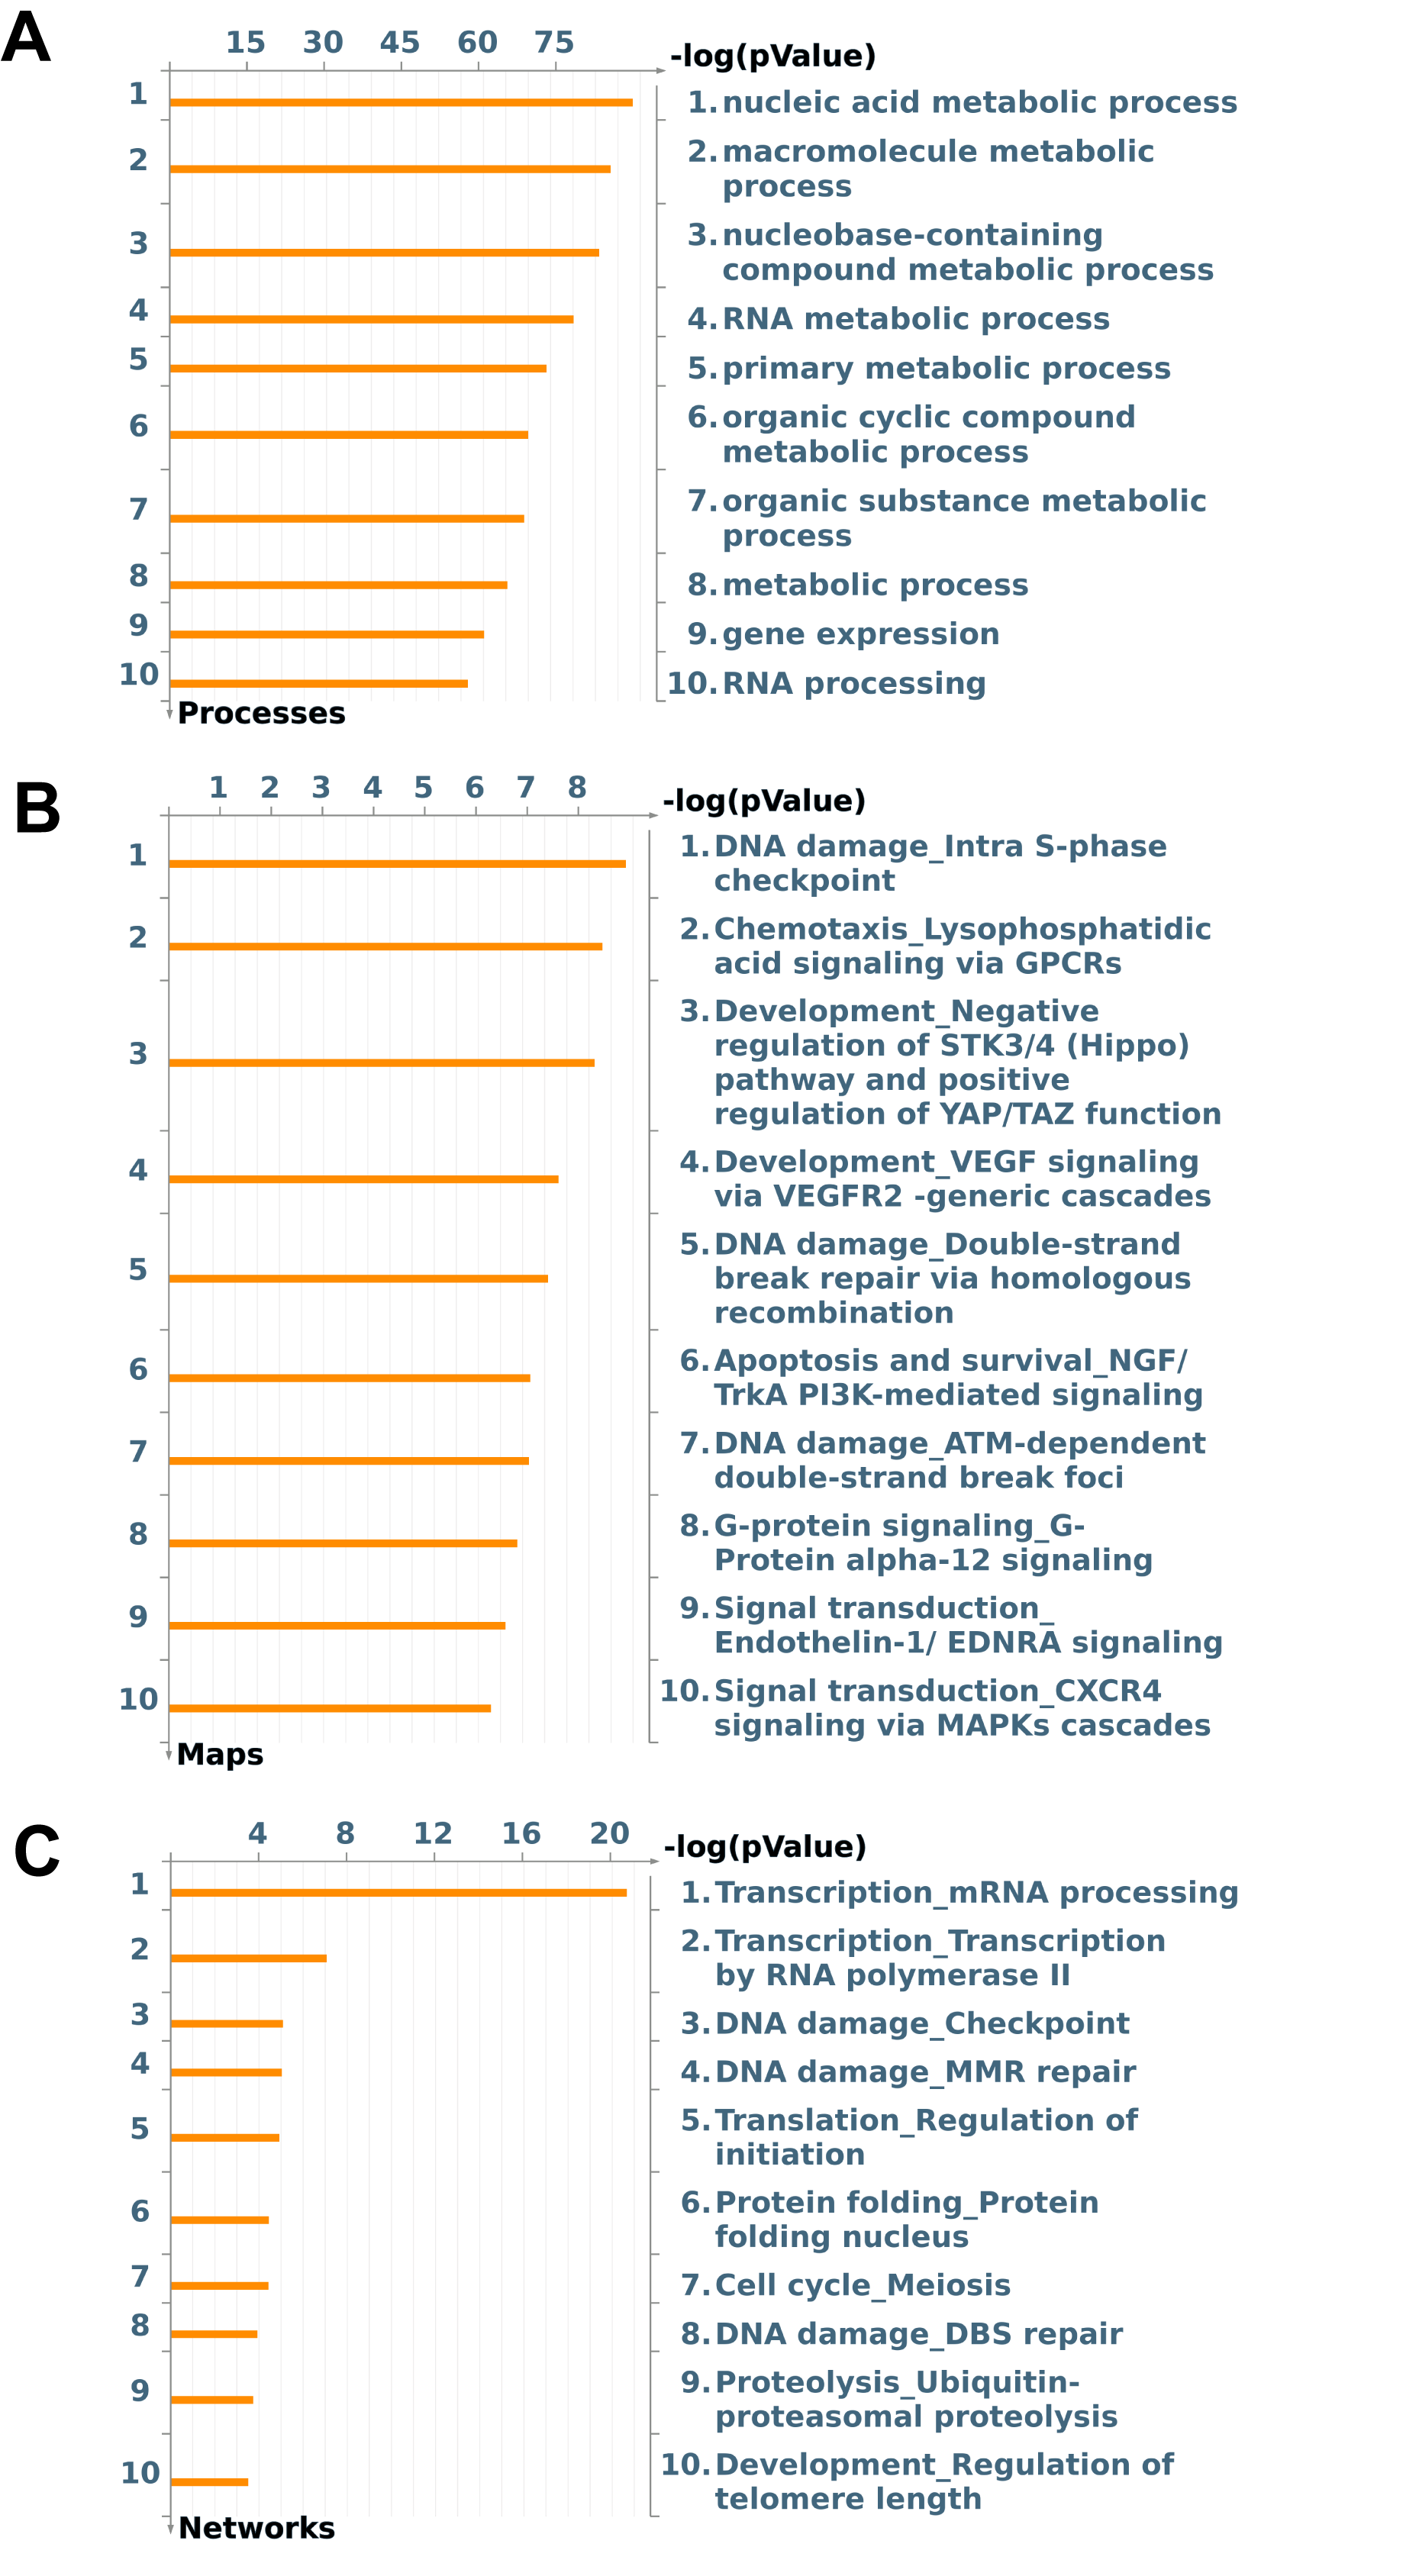

**Fig. S7. Genes similar to HLJ1 in tumor tissues were mainly enriched in pathways regarding metabolism and DNA damage.** Top 1000 genes most similar to HLJ1 in human tumor tissues were generated by the GEPIA and subsequently used for (A) gene ontology processes, (B) pathway maps, and (C) networks analysis by the Metacore

**Supplementary Tables**

| **Table S1.** Genes related to carcinoma incidence enrichment analysis between *Dnajb4*^+/+^ and *Dnajb4*^–/–^ by GSEA. | | | | |
| --- | --- | --- | --- | --- |
| SYMBOL | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT |
| Nf2 | 66 | 206.1499 | 0.0201 | Yes |
| Trim37 | 89 | 201.8116 | 0.0435 | Yes |
| Stag1 | 107 | 199.1727 | 0.0673 | Yes |
| Sptbn1 | 129 | 194.1416 | 0.0907 | Yes |
| Smad4 | 191 | 177.6716 | 0.1113 | Yes |
| Prdx1 | 276 | 155.3635 | 0.1301 | Yes |
| Apc | 335 | 154.4469 | 0.1508 | Yes |
| Pten | 361 | 154.0929 | 0.1740 | Yes |
| Kras | 625 | 142.2922 | 0.1796 | Yes |
| Rev3l | 772 | 130.2915 | 0.1939 | Yes |
| Tes | 1216 | 103.1648 | 0.1863 | Yes |
| Cdkn1a | 1522 | 102.8732 | 0.1889 | Yes |
| Cbx7 | 1737 | 101.5061 | 0.1982 | Yes |
| Errfi1 | 1765 | 100.9773 | 0.2212 | Yes |
| Sav1 | 1893 | 98.5684 | 0.2368 | Yes |
| Trp73 | 1948 | 98.4500 | 0.2579 | Yes |
| Akt1 | 2068 | 98.2384 | 0.2741 | Yes |
| Tnk1 | 2218 | 96.1173 | 0.2882 | Yes |
| Stat3 | 2325 | 93.8741 | 0.3054 | Yes |
| Chuk | 2686 | 88.7323 | 0.3039 | No |
| Rb1 | 3274 | 62.4789 | 0.2857 | No |
| Tlr2 | 4581 | 51.6115 | 0.2147 | No |
| Braf | 5854 | 51.4750 | 0.1462 | No |
| Brca2 | 6157 | 51.4360 | 0.1490 | No |
| Mad1l1 | 6369 | 51.3975 | 0.1585 | No |
| Robo1 | 6478 | 51.3780 | 0.1755 | No |
| Cdkn2a | 6742 | 51.2598 | 0.1812 | No |
| Tff1 | 6758 | 51.2405 | 0.2051 | No |
| Htatip2 | 7830 | 46.8595 | 0.1513 | No |
| Pms2 | 8209 | 46.7034 | 0.1485 | No |
| Ssbp2 | 10182 | 11.4992 | 0.0285 | No |
| Fancd2 | 10450 | 4.6937 | 0.0339 | No |
| Pinx1 | 10864 | -5.0834 | 0.0285 | No |
| Apex1 | 10891 | -8.6320 | 0.0516 | No |
| Mus81 | 12383 | -258.7507 | -0.0330 | No |
| Hic1 | 12575 | -286.0206 | -0.0221 | No |
| Trp53 | 12784 | -290.4046 | -0.0124 | No |
| Mlh1 | 12985 | -292.5060 | -0.0021 | No |
| Pik3ca | 13128 | -296.8307 | 0.0125 | No |
| Men1 | 13556 | -590.8184 | 0.0061 | No |

How the deposited data were processed for this re-analysis (not part of the article)

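By the labels and the paper, liver RNA of 3 Dnajb4+/+ and 3 Dnajb4-/- mice aged 6 to 8 weeks was measured. An Affymetrix mouse expression array was used, labelled as 1 array per mouse. Each Dnajb4+/+ array had Xist at 364 to 402 beside Y-linked genes at 75.0% to 83.7% of the Dnajb4-/- mean. These values argue against RNA of 1 male mouse alone in those arrays. Whether RNA was pooled on purpose, and whether the Dnajb4-/- RNA was pooled, stays open. The genotype, sex, age and replicate number of each array were taken from the labels. The authors processed the arrays in GeneSpring by GCRMA, which corrects the background by the GC content of the probes, normalizes between arrays and gives 1 value per probe set, and then centred the arrays on a global median. The deposited values are intensities on a linear scale, from a lowest value of 3.90, and no raw signal or detection call was used here.

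The table holds 45101 probe sets, of which 64 controls were left out. A single gene symbol was given for 34958 probe sets, several for 932 and none for 9211. Values of 34945 probe sets were put on the log2 scale and averaged per gene, which gave 18193 genes, 9010 (49.5%) of them with more than 1 probe set. Gene identifiers were found in the RefSeq genes of GRCm38.p6 for 99.4% of these probe sets. That table was used for names and for the genes next to Dnajb4. Genes without a probe set of a single symbol were not analysed here.

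The genotypes were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with default settings), without a filter on dim genes, two-sided, with p-values adjusted by the Benjamini-Hochberg method over all genes and called at an adjusted p under 0.05. All log2 differences are Dnajb4-/- minus Dnajb4+/+. The replicate number was not used as a block, as it does not pair the arrays. The paper's methods name Student's t-test for the statistical analysis without mention of the array data, for which the paper states a fold threshold of 2. Figures were drawn with matplotlib 3.10.9 in python 3.11.15.

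The gene lists were compared with all other genes by camera with a preset correlation of 0.01, and again with a correlation estimated per list. They cover the Table S1 set, the Table S2 set, the network of Fig. 1G, IL-6/JAK/STAT signaling, STAT3 target and acute phase genes, cytochrome P450 genes, conjugation enzymes, drug transporters, nuclear receptors and xenobiotic sensors, the SCF complex, the G1/S transition, the DNA damage response, p53 targets, proliferation markers, NRF2 targets, heat shock proteins, the unfolded protein response, immediate early genes, clock genes, synthesis of fatty acids and of cholesterol, fatty acid oxidation, gluconeogenesis and glycolysis, bile acids, the interferon response, the respiratory chain, ribosomal proteins, markers of hepatocellular carcinoma, liver genes higher in males or in females, genes near Dnajb4, and markers of 11 cell types (hepatocytes, Kupffer cells and macrophages, lymphocytes, neutrophils, erythroid cells, stellate cells and fibroblasts, endothelial cells, cholangiocytes, pancreatic acinar cells, skeletal muscle and adipocytes). Of the 42 lists, 19 passed with the preset correlation, 4 higher and 15 lower, and 1 passed with the estimated correlation, the female-high liver genes. By limma's fry, which tests whether a list's genes move on balance in a direction without comparing them with other genes, 27 passed. Among these are lists that did not pass with camera: as higher the Table S1 set, p53 targets, NRF2 targets and cholangiocytes, and as lower the drug transporters, fatty acid synthesis, bile acids and the markers of hepatocellular carcinoma, hepatocytes and neutrophils. The network of Fig. 1G and the immediate early genes passed with camera and did not pass with fry.

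The running score of the Table S1 and Table S2 sets steps up by an equal amount at each gene of the set along the genes ranked by log2 difference, and its p comes from 10000 random gene sets of the same size. Named in the text are the 10 largest rises and falls among called genes whose genotypes do not overlap, the genes that the paper names for the arrays (Fig. 1G and the first 10 core genes of each table, whose values in the tables had been seen), the qPCR genes of Fig. S2, the called genes near Dnajb4, Gapdh and Actb, and of each list up to 4 called genes with the largest difference, or up to 2 genes where none was called. Genes whose symbol starts with Gm or LOC or holds Rik are left out of the largest rises and falls. Alternatives for the normalization, the centring, the filter on dim genes, the gene-level value, an offset of 16, the variance model, the test, a replicate block and each left-out replicate were fixed with the lists. Counts without the sex-biased, clock and muscle lists, and counts of single probe sets, were added after seeing the data.

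The procedure was tested on simulated data of 18193 genes with 200 changed. Of these, 0% were recovered at a log2 change of 0.25, 74% at 0.5 with 6 false calls, and 98.5% at 1 with 12 false calls. In the data 2667 genes were called, with a median absolute log2 difference of 0.27. With so many more calls than changed genes in the simulation, its shares do not give the recovery in the data. Of all genes, 23.7% have a mean intensity under 16, near the background. The arrays differ from each other by a median SD of 0.0526 (log2) within a genotype among the brighter genes, and their number limits the precision. The enrichment of all 92 tumor phenotype sets and the MetaCore maps were not analysed here, since their gene lists were not available, and the other experiments of the paper have no deposited values here.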

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

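The tests of RNA from female liver, of female mice alone, of an effect of Dnajb4 loss on sex-biased genes, of pooled RNA and of an array deposited more than once, and the counts of splits for genes past 2-fold and for gene lists, were chosen only after the results were seen.

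Xist differed by -4.58 on the log2 scale, with 402, 364 and 389 in the Dnajb4+/+ arrays against 14.3 to 17.1 in the Dnajb4-/- arrays, and 14 of 15 female-high liver genes were lower in Dnajb4-/- livers, although all 6 mice are labelled as male. Dnajb4+/+ arrays of female mice alone are argued against by the Y-linked genes, whose lowest level in these arrays was 75.0% of the Dnajb4-/- mean. RNA from female liver beside RNA from male liver in the Dnajb4+/+ samples may account for the pattern, as the Y-linked genes lay at 80.4% of the Dnajb4-/- mean on average (75.0% to 83.7%) while Xist lay above every Dnajb4-/- array. An effect of Dnajb4 loss in male mice is argued against for Xist, a transcript of female cells, as its lowest level in these arrays of mice with intact Dnajb4 was 364. For the other 14 female-high genes (median -1.77) such RNA and an effect of the genotype cannot be told apart, since both would fall on the same 3 arrays, and no count can be run without them, as they are all of the Dnajb4+/+ arrays.

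The calls between the genotypes include the clock gene Dbp, which differed by -3.05, 13 of 18 skeletal muscle markers and 14 of 19 Kupffer cell and macrophage markers, all of these lower in Dnajb4-/- livers. Of the 10 splits of the 6 arrays into 3 and 3, too few for a share under 0.05, 1 split, the real one, reached its 2667 called genes (highest other 0 from limma, with 377 to 925 genes at an unadjusted p under 0.05), 1 its 75 genes past 2-fold (highest other 0) and 1 its 19 lists (highest other 6). A different amount of another tissue in the liver pieces may account for some calls: skeletal muscle markers had the largest median difference of the marker lists, -0.50, which lies just inside the bound of 0.5 set for arguing against this, while its 95% interval (-1.04 to -0.34) reaches past it, with Acta1 at 219 and 51.0 and Tnnc2 at 113 and 23.8 in the 2 genotypes, and 7 of 18 markers above the median gene in Dnajb4-/- livers and 0 of them in another list. A different time of day or feeding state at sacrifice, an effect of the genotype on the clock and this difference cannot be told apart, since no time is given: all 6 of the clock genes named for the test (Dbp, Per1, Per2 and Nr1d1 against Arntl and Npas2) differed in the opposed pattern, 3 of them by at least 1, among these Arntl, which differed by 0.14 (adjusted p = 0.166) without probe sets that can read several transcripts. Dnajb4 loss itself stays an open explanation for these calls. The ratio of 3' to 5' signal also differed between Dnajb4+/+ and Dnajb4-/- livers (Gapdh 1.17 and 1.45, Actb 2.65 and 3.17). The part of RNA integrity in these calls was not tested.

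The arrays of a genotype differed little from each other, with a median SD of 0.0526 (log2) among the brighter genes against a median absolute difference of 0.0964 between the genotypes. An array deposited more than once is argued against, as at most 0.00444% of the probe sets had equal values (to a relative difference of 1e-06) in any pair of arrays of a genotype. Measurement of 1 RNA sample or pool 3 times per genotype is a candidate explanation that stays open: the level of the Y-linked genes ranged over 8.72 percentage points in the 3 Dnajb4+/+ arrays, all of which had Xist above the Dnajb4-/- arrays, whereas the labels name 3 biological replicates. With such a pool, the SDs, standard errors and adjusted p-values given here would reflect measurement and not the spread between mice. The calls between the genotypes would then rest on that smaller spread. Littermates of an inbred strain, alike by nature, were not tested as the explanation.

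Ifi44l, a neighbor of Dnajb4, differed by 1.26 (adjusted p = 3.36e-04 from limma), from a level near the background in Dnajb4+/+ livers (11.8). Of 22 measured genes near Dnajb4, 18.2% were called, against 14.7% of all genes, so that the test of a chromosome segment from the embryonic stem cell strain did not decide (Fisher's exact test, one-sided, p = 0.407).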

How the results depend on the processing

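Counts without the sex-biased, clock and muscle lists, and counts of single probe sets, were chosen only after the data were seen. Over 26 settings, 4239 values were recomputed: 3914 kept their direction and their side of the threshold (a count stayed within 1.5 times), 184 kept the direction and lost a call, 51 gained a call, 81 turned the direction and 9 counts moved by more than 1.5 times. Of the called genes, Fubp1 and Myh1 turned with the brightest probe set, and Myh1 and Pnpla2 without probe sets that can read several transcripts. With the brightest probe set, Myh1 passed as higher (0.21, adjusted p = 0.0460 from limma). Nf2, not called in the main comparison, passed there as lower (-0.26, adjusted p = 0.0371). Of the called lists, those of Fig. 1G, the G1/S transition and immediate early genes turned with dim genes left out. For the changes given here the cause was not tested. Signal over background limits what the arrays can show, as 23.7% of genes have a mean under 16. All 3 Dnajb4+/+ arrays share the signal of Xist, so no count could be run without them.

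The number of called genes, 2667, was 4916 by the unadjusted test that the methods name (2038 after adjustment), 1529 with a replicate block and 1552 to 2009 with each replicate left out (1552, 1621, 1692 and 1721 without Dnajb4+/+ replicate 1 or 3 or Dnajb4-/- replicate 1 or 2). The replicate numbers do not pair the arrays: deviations from the genotype means correlated across genes at -0.021, -0.14 and 0.0091 for arrays of the same number. With the sex-biased, clock and muscle lists not counted it was 2613. As these lists hold 65 measured genes, other genes that follow sex, time of day or muscle may remain in that count. The 75 genes past 2-fold, called or not, were 31 among genes above the upper quartile of signal and 181 as single probe sets, and lay between 51 and 96 in the other settings.

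Values in parentheses are log2 differences, for a list its mean minus that of all other genes. With quantile normalization, the direction turned for Il6ra (0.037), Jak2 (0.0023), Tyk2 (0.024) and the nuclear receptor list (0.0030), the call was lost for Rps3 (-0.17), Car2 (-0.14), Col1a2 (-0.19), the Fig. 1G list (-0.0085), the P450 list (-0.46), the G1/S list (-0.037), the immediate early list (-0.060), the stellate cell list (-0.074), the endothelial list (-0.089) and the pancreas list (0.13) and a call was gained for Flcn (0.14). With each array centred on its median, the call was lost for Sos1 (0.13), the G1/S list (-0.052) and the immediate early list (-0.074). With each array centred on its brighter probe sets, the direction turned for Il6ra (0.026), Tyk2 (0.0036) and Sp1 (0.0039), the call was lost for Uqcrc1 (-0.14), Rps3 (-0.16), Tyw3 (-0.12), Col1a2 (-0.18) and Clec4g (-0.25) and a call was gained for Flcn (0.15) and Actb (0.12). Among genes above the median signal, the direction turned for the Fig. 1G list (0.0067), the nuclear receptor list (0.022), the SCF list (0.065), the DNA damage list (0.0064), the interferon list (0.0047), the ribosomal list (0.021), the near-Dnajb4 list (-0.022) and the adipocyte list (0.065), the call was lost for the P450 list (-0.43), the G1/S list (-1.3e-04), the proliferation list (-0.065), the immediate early list (-0.018), the gluconeogenesis list (-0.13), the stellate cell list (-0.081) and the endothelial list (-0.10) and a call was gained for Il6st (-0.10), Foxo3 (-0.20), Flcn (0.12), Cyp2e1 (-0.093), Actb (0.092) and the neutrophil list (-0.62). Among genes above the upper quartile of signal, the direction turned for the Fig. 1G list (0.044), the nuclear receptor list (0.0082), the SCF list (0.42), the G1/S list (0.064), the DNA damage list (0.081), the immediate early list (0.047), the interferon list (0.045), the ribosomal list (0.024) and the near-Dnajb4 list (-0.012), the call was lost for the P450 list (-0.30), the conjugation list (-0.34), the gluconeogenesis list (-0.093) and the endothelial list (-0.037) and a call was gained for Il6st (-0.10), Foxo3 (-0.20), Cyp2e1 (-0.093), Actb (0.092) and the Table S1 set (0.42). With the brightest probe set per gene, the direction turned for Il6ra (0.036), Tyk2 (0.045), Nf2 (-0.26), Trim37 (0.070), Stag1 (0.068), Sptbn1 (-0.16), Apc (-0.014), Runx1 (-0.019), Ppp2r1a (0.060), Fubp1 (0.18), Myh1 (0.21), the NRF2 list (-0.0040) and the lymphocyte list (0.019), the call was lost for Men1 (-0.17), Lifr (0.081), Abcb1a (-0.45), Mvd (-0.21), Rps9 (-0.11), Cryz (-0.090), Glul (-0.030), the Fig. 1G list (-0.014), the P450 list (-0.47), the heat shock list (0.12), the unfolded protein list (0.092) and the immediate early list (-0.066) and a call was gained for Dnajb4 (-0.34), Akt1 (-0.26), Rac2 (-0.29), Foxo3 (-0.25) and Flcn (0.25). Without probe sets that can read several transcripts, the direction turned for Il6ra (0.036), Nf2 (-0.054), Stag1 (5.6e-04), Flcn (-0.073), Myh1 (0.21), Pnpla2 (0.069), the nuclear receptor list (0.036), the cholesterol list (-0.010), the interferon list (0.0059), the respiratory chain list (-0.017) and the carcinoma marker list (0.0069), the call was lost for Arntl (0.14), Socs3 (-0.24), Sos1 (0.14), Hsp90aa1 (0.13), Mvd (-0.33), Rps3 (-0.21), Tyw3 (-0.15), Col1a2 (-0.18), the Fig. 1G list (-0.016), the proliferation list (-0.10), the heat shock list (0.088), the immediate early list (-0.092) and the endothelial list (-0.071) and a call was gained for the cholangiocyte list (0.18). With probe sets averaged on the linear scale, the direction turned for Il6ra (0.023), Nf2 (-0.090), Sptbn1 (-0.11), Apc (-0.0099) and Ppp2r1a (0.011), the call was lost for Men1 (-0.15), Fubp1 (-0.14), Glul (-0.10), the P450 list (-0.47) and the immediate early list (-0.077) and a call was gained for Dnajb4 (-0.27), Akt1 (-0.17), Rac2 (-0.24), Foxo3 (-0.26), Lox (0.23) and Flcn (0.15). With 16 added to each value, the direction turned for Nf2 (-0.0025), Apc (-0.013) and the SCF list (0.0076), the call was lost for the P450 list (-0.37) and the immediate early list (-0.050) and a call was gained for Dnajb4 (-0.13), Il6st (-0.094), Foxo3 (-0.19), Cyp2e1 (-0.093), Actb (0.092) and the hepatocyte list (-0.042). With a variance trend and robust fit, the call was lost for Sos1 (0.14), Tyw3 (-0.15), the P450 list (-0.46), the G1/S list (-0.052) and the immediate early list (-0.074) and a call was gained for Foxo3 (-0.20), Cyp2e1 (-0.093), Actb (0.092) and the hepatocyte list (-0.047). With array quality weights, the direction turned for Il6ra (0.0033), the call was lost for the immediate early list (-0.069) and a call was gained for Foxo3 (-0.21). With a replicate block, the call was lost for Crebbp (0.22), Men1 (-0.23), Sos1 (0.14), Ddb2 (-0.38), Sdhc (-0.22), Uqcrc1 (-0.17), Rps3 (-0.20), Cryz (-0.19), Tyw3 (-0.15), Glul (-0.20), Car2 (-0.20), Col1a2 (-0.22), Lyve1 (-0.30), Pecam1 (-0.29), Clec4g (-0.28) and Pnpla2 (-0.19). By the test that the methods name, unadjusted, a call was gained for Il6st (-0.10), Foxo3 (-0.20), Ppp2r1a (-0.049), Lox (0.16), Flcn (0.12), Cyp2e1 (-0.093) and Actb (0.092). By that test, adjusted, the call was lost for Abcb1a (-0.49), Ddb2 (-0.38), Birc5 (-0.64), Cdk1 (-0.38), Rps3 (-0.20), Nkg7 (-0.30), Col1a2 (-0.22), Lyve1 (-0.30), Pecam1 (-0.29), Clec4g (-0.28) and Adipoq (-0.46) and a call was gained for Cyp2e1 (-0.093) and Actb (0.092).

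With each replicate left out in turn, a direction or a call changed for Crebbp (0.19 to 0.23), Il6ra (-0.019 to 0.016), Jak2 (-0.073 to 0.018), Tyk2 (-0.067 to 0.0082), Fos (-0.35 to -0.19), Foxo3 (-0.26 to -0.16), Sp1 (-0.079 to 0.025), Apc (-0.019 to 0.057), Rev3l (-0.071 to 0.0040), Il6 (-0.11 to 0.035), Men1 (-0.25 to -0.20), Sos1 (0.13 to 0.16), Abcb1a (-0.60 to -0.43), Ddb2 (-0.44 to -0.32), Birc5 (-0.73 to -0.51), Cdk1 (-0.45 to -0.31), Mvd (-0.31 to -0.24), Uqcrc1 (-0.19 to -0.15), Rps3 (-0.22 to -0.17), Cryz (-0.21 to -0.17), Tyw3 (-0.17 to -0.14), Glul (-0.21 to -0.18), Nkg7 (-0.33 to -0.23), Car2 (-0.22 to -0.18), Col1a2 (-0.24 to -0.17), Lyve1 (-0.36 to -0.27), Pecam1 (-0.33 to -0.22), Clec4g (-0.35 to -0.23), Adipoq (-0.54 to -0.38), Pnpla2 (-0.20 to -0.18), the Fig. 1G list (-0.045 to -0.020), the IL-6 list (-0.0044 to 0.023), the G1/S list (-0.062 to -0.046), the heat shock list (0.11 to 0.13), the immediate early list (-0.091 to -0.051), the cholangiocyte list (0.13 to 0.16), the pancreas list (0.11 to 0.18) and the running score of Table S1 (-0.15 to 0.14). The running score of Table S1 was 0.13 with linear differences, 0.12 with limma's statistic, 0.12 with differences summed over probe sets, 0.44 with weights, 0.17 among brighter genes and 0.13 with quantile normalization. That of Table S2 was -0.14 and -0.15 with linear and summed differences, past the threshold, and 0.28 with weights.

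The counts of called genes in a list also depend on the setting. Of heat shock genes, 11 were higher and 1 was lower in the main comparison. With each replicate left out, 6 or 7 were higher and 0 lower. Without probe sets that can read several transcripts, 5 were higher and 1 was lower. P450 genes were 10 against 9 (lower against higher) with a variance trend, SCF genes 4 against 5 with quantile normalization and 0 against 3 among genes above the upper quartile of signal, IL-6 genes 3 against 2 among the latter, respiratory chain genes 4 against 7 there as well, and carcinoma markers 2 against 2 without probe sets that can read several transcripts. For the lists of IL-6 signaling, the SCF complex, the DNA damage response, NRF2, cholesterol synthesis, interferon, the respiratory chain, ribosomal proteins, carcinoma markers, genes near Dnajb4, hepatocytes and adipocytes, the side with more calls turned or became even in at least 1 setting.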

Differences from the paper's values

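The paper gives 267 genes changed at least 2-fold, against 75 here at the same fold threshold, and the paper names no test for them. Every alternative set before the data were examined also differs, with 31 to 96 genes. Counted as single probe sets, a setting chosen after seeing the values, 181 differed by 2-fold, which is within 1.5 times of the paper's number, and how many of the paper's own genes this drops could not be counted, as the paper does not list them.

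For the Table S1 set, the paper's normalized enrichment score is about 2.4 in Fig. 1A, read by eye, against -0.84 here. For the Table S2 set it is about 1.9 in Fig. 1C, read by eye, against -1.32 here. All alternatives set before the data were examined differ for both, and the values nearest to the paper's are 1.46 and 1.19, with weights. The paper counts 51 core genes of the Table S2 set, against 14 up to the highest point of the running score here, and 83.6% of the genes printed in Table S2 have a positive score in the paper, against 49.1% with a higher Dnajb4-/- mean here. All alternatives differ for both of these as well. For the Table S1 set, 25 of 33 measured genes came up to the highest point, against the paper's 19 of 40. A higher mean was found for 60.6%, against the paper's 80%. The count and the share are within 1.5 times of the paper's. As the running score here is negative (-0.12), the 25 genes do not mark a positive enrichment. These counts differ from the paper's with linear differences (33 genes, 48.5%), limma's statistic (32 genes), weights (2 genes), dim genes left out (11 genes) and without Dnajb4+/+ replicate 1 (29 genes, 51.5%), and the share also with differences summed over probe sets (48.5%).

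The score column of Table S1 and Table S2 was compared for 136 measured genes. For 28 of them the paper's score, regardless of its sign, is larger than the highest intensity of the gene, summed over its probe sets, in any array, and for 63 its sign is opposite to that of the log2 difference here. Across genes, which are not independent replicates, the paper's score correlated with the log2 difference at a Spearman's rho of 0.14.

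The paper names STAT3 as raised after loss of HLJ1, whereas Stat3 RNA differed by 0.029 here (adjusted p = 0.646 from limma). Stat3 RNA passed in no setting run. The paper's rise in phosphorylated STAT3 was seen in protein of mice given diethylnitrosamine, which these arrays do not measure. Over the genes that Fig. 1G draws with a direction, 12 are drawn as higher in Dnajb4-/- mice, of which 7 were lower here and 5 not past limma's test. Of 6 drawn as lower, 3 were higher here, 1, Socs3, was lower and 2 did not pass. Of these, Foxo3 passed limma's test as lower among genes above the median or the upper quartile of signal, with its brightest probe set, with probe sets averaged on the linear scale, with 16 added to each value, with a variance trend, with array quality weights, without Dnajb4+/+ replicate 2 and, unadjusted, by the test that the methods name. The paper describes xenobiotic pathways as raised without HLJ1, whereas among the P450 genes and conjugation enzymes measured here more were lower than higher: 8 against 3 of 27 and 16 against 3 of 31. RNA from female liver in the Dnajb4+/+ samples and loss of HLJ1 cannot be told apart for these counts, as both would fall on the same arrays. The P450 counts were nearly even with a variance trend (10 against 9) and among genes above the upper quartile of signal (8 against 7), closer among genes above the median (9 against 6), and 7 against 1 without Dnajb4+/+ replicate 1, while the conjugation enzymes kept at least 12 lower and at most 6 higher in every setting. Among genes above the upper quartile of signal the Table S1 set passed limma's camera as higher (0.42), as did the SCF list (0.42), and no other setting run called either by camera. By fry the Table S1 set passed as higher as well.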

Other observations

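No test in this part was chosen only after its result was seen, while the number of markers above the median gene was counted afterwards. Of chaperones other than HLJ1, which fold proteins under stress, 11 of 34 genes rose and 1 fell in Dnajb4-/- livers (12 and 2 adjusted over the list alone), among them Hspa1b from 482 ± 17.5 to 946 ± 19.7 (SD, n = 3), Hsph1 (0.51), Chordc1 (0.36) and Hsp90aa1 (0.35, and 0.13 without probe sets that can read several transcripts) (adjusted p = 0.0283; adjusted p = 0.385 with an estimated correlation; the call was lost without Dnajb4+/+ replicate 2, adjusted p = 0.0519, 0.00484 to 0.153 over the alternatives). Of the unfolded protein response, 7 of 20 genes rose and 2 fell (11 and 2 adjusted over the list alone; adjusted p = 0.00982; adjusted p = 0.302 with an estimated correlation). Asns, which makes asparagine, and Chac1, which degrades glutathione, rose by 0.63 and 0.54, while the stress factors Ddit3 and Trib3 fell by 0.45 and 0.41. Of genes that burn fatty acids, 1 of 22 genes rose and 12 fell (1 and 13 adjusted over the list alone; adjusted p = 6.01e-08; adjusted p = 0.195 with an estimated correlation), among them the pantetheinase Vnn1 from 602 ± 22.4 to 185 ± 6.16 (SD, n = 3) and the fatty acid hydroxylase Cyp4a31 (-1.67). Of gluconeogenesis and glycolysis, 2 of 17 genes rose and 9 fell (3 and 10 adjusted over the list alone; adjusted p = 0.00259; adjusted p = 0.243 with an estimated correlation), among them the liver glycogen synthase Gys2 (-0.78), Tat, which degrades tyrosine (-0.42), and the glucose transporter Slc2a2 (-0.36). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, fell from 921 ± 29.2 to 277 ± 12.9 (SD, n = 3), and of the bile acid genes 3 of 20 genes rose and 7 fell (5 and 8 adjusted over the list alone; adjusted p = 0.310), with Abcg5 at -0.70 and Nr1h4 at -0.53.

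Of the genes of fatty acid and triglyceride synthesis, 2 of 22 genes rose and 6 fell (4 and 7 adjusted over the list alone; adjusted p = 0.168), with Dgat2 (-0.51), Srebf1 (-0.42) and Thrsp (-0.31) lower and Insig2 (0.49) higher. Of cholesterol synthesis, 3 of 17 genes rose and 2 fell (3 and 3 adjusted over the list alone; adjusted p = 0.622), with Idi1 at 0.44 and Hmgcs1 at 0.35. Of the interferon response, 3 of 30 genes rose and 5 fell (3 and 7 adjusted over the list alone; adjusted p = 0.364), with the GTPases Gbp2 at -0.71 and Gbp6 at 0.61. Of NRF2 targets, 3 of 20 genes rose and 2 fell (5 and 4 adjusted over the list alone; adjusted p = 0.852), with Osgin1 at 0.73 and Nqo1 at -0.64. Of immediate early genes, 3 of 23 genes rose and 6 fell (3 and 9 adjusted over the list alone; adjusted p = 0.0480; adjusted p = 0.469 with an estimated correlation), with Dusp1 at 0.51 and Dusp6 at -0.40. That call was lost without Dnajb4+/+ replicate 1, 2 or 3 (adjusted p = 0.0546, 0.0501 and 0.0820) and without Dnajb4-/- replicate 1 (0.0925; 0.0245 to 0.946 over the alternatives). Lists that did not pass were those of the respiratory chain (2 of 32 genes fell and 30 did not pass; 1 lower adjusted over the list alone; adjusted p = 0.675) and of ribosomal proteins (2 of 24 genes fell and 22 did not pass; 2 lower adjusted over the list alone; adjusted p = 0.624).

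Among cell type markers, Kupffer cell genes such as Vsig4 (-0.54) and Lyz2 (-0.54) were lower, with 17 of 19 above the median gene in Dnajb4-/- livers (14 lower adjusted over the list alone, as over all genes). Of endothelial markers, 8 of 20 genes fell, with Stab2 at -0.31, and 12 did not pass (adjusted p = 0.0141; adjusted p = 0.469 with an estimated correlation). Adjusted over the list alone, 2 endothelial markers were higher and 10 were lower. Of stellate cell and fibroblast markers, 5 of 20 genes fell and 15 did not pass (7 lower adjusted over the list alone; adjusted p = 0.0178; adjusted p = 0.385 with an estimated correlation). Of pancreatic acinar markers, 2 of 15 genes rose and 13 did not pass (2 higher adjusted over the list alone; adjusted p = 0.0118; adjusted p = 0.243 with an estimated correlation; the call was lost without Dnajb4+/+ replicate 3, adjusted p = 0.0659, 0.00463 to 0.0659 over the alternatives), and of cholangiocyte markers 2 of 15 genes rose and 13 did not pass (2 higher adjusted over the list alone; adjusted p = 0.0634, and 0.0280 without Dnajb4-/- replicate 2, 0.0280 to 0.211 over the alternatives), Cdh1 (0.97) and Sox9 (0.42). The lists of hepatocytes (1 of 16 genes rose and 4 fell; 1 and 4 adjusted over the list alone; adjusted p = 0.0666), neutrophils (1 of 14 genes rose and 4 fell; 1 and 5 adjusted over the list alone; adjusted p = 0.106), lymphocytes (2 of 18 genes fell and 16 did not pass; 3 lower adjusted over the list alone; adjusted p = 0.712), erythroid cells (2 of 10 genes fell and 8 did not pass; 2 lower adjusted over the list alone; adjusted p = 0.675) and adipocytes (1 of 13 genes rose and 3 fell; 1 and 3 adjusted over the list alone; adjusted p = 0.431) did not pass. Near Dnajb4, 1 of 22 genes rose and 3 fell (2 and 3 adjusted over the list alone; adjusted p = 0.760), with Fubp1 at -0.31 (0.18 with its brightest probe set), Cryz at -0.19 and Tyw3 at -0.15. The call of Cryz was lost without Dnajb4+/+ replicate 1 or 3 or Dnajb4-/- replicate 1 or 2 (adjusted p = 0.0579 to 0.0783), and with its brightest probe set (0.138), and that of Tyw3 with any of the replicates left out (0.0659 to 0.103). The mean of that list lay 0.033 above that of other genes while the test's direction was down.

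Genes that the paper measured by qPCR after diethylnitrosamine were read here in mice whose labels name no such treatment: Cyp2e1 at 21284 ± 55.8 and 19954 ± 279 in Dnajb4+/+ and Dnajb4-/- livers, Hmox1 at 132 ± 4.80 and 120 ± 6.98, and Il6, near the background, at 6.83 ± 0.736 and 6.58 ± 0.479 (SD, n = 3 for each). These did not pass limma's test (adjusted p = 0.131, 0.144 and 0.735), and Bax was not analysed here. Cyp2e1 passed as lower among genes above the median or the upper quartile of signal (adjusted p = 0.0384 and 0.0115), with 16 added to each value (0.0384), with a variance trend (1.67e-04) and by the test that the methods name.

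A shift of all genes between the arrays, as the reason why most genes of Table S1 and Table S2 score higher in the paper, could not be decided, since the values here show no such excess and 52.4% of all genes had a higher Dnajb4-/- mean, within the intervals of both sets. Differences at the floor of the arrays were not decided either: with dim genes left out, the lower of the shares of the 2 sets was 40.8%.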
